# CD1d-dependent rewiring of lipid metabolism in macrophages regulates innate immune responses

**DOI:** 10.1038/s41467-022-34532-x

**Published:** 2022-11-07

**Authors:** Phillip M. Brailey, Lauren Evans, Juan Carlos López-Rodríguez, Anthony Sinadinos, Victoria Tyrrel, Gavin Kelly, Valerie O’Donnell, Peter Ghazal, Susan John, Patricia Barral

**Keywords:** Pattern recognition receptors, Monocytes and macrophages

## Abstract

Alterations in cellular metabolism underpin macrophage activation, yet little is known regarding how key immunological molecules regulate metabolic programs in macrophages. Here we uncover a function for the antigen presenting molecule CD1d in the control of lipid metabolism. We show that CD1d-deficient macrophages exhibit a metabolic reprogramming, with a downregulation of lipid metabolic pathways and an increase in exogenous lipid import. This metabolic rewiring primes macrophages for enhanced responses to innate signals, as CD1d-KO cells show higher signalling and cytokine secretion upon Toll-like receptor stimulation. Mechanistically, CD1d modulates lipid import by controlling the internalization of the lipid transporter CD36, while blocking lipid uptake through CD36 restores metabolic and immune responses in macrophages. Thus, our data reveal CD1d as a key regulator of an inflammatory-metabolic circuit in macrophages, independent of its function in the control of T cell responses.

## Abstract (web summary)

Modulation of metabolic pathways is linked to regulation of immune cells including macrophages. Here the authors identify a role for CD1d in the metabolic rewiring of macrophages, which alters responsiveness to innate stimuli.

## Introduction

The metabolic and immune pathways are strongly interconnected and cross-regulated in macrophages. While lipids have classically been regarded as exogenous elements in immune responses, in recent years it has become clear that lipid metabolism and the cellular lipid status play a central role in the regulation of macrophage activation and function^1^. Lipids function as an energy source as well as components for cellular membranes, but they also regulate signal transduction and gene expression in macrophages. Consequently, dysregulated lipid metabolism in macrophages is associated with a variety of pathologies including obesity, atherosclerosis, cancer or infections.

Macrophages rapidly and profoundly reprogramme their lipid metabolism in response to activation signals. Accordingly, activation of macrophages by pattern recognition receptors (such as Toll-like receptors (TLR)) or cytokines rapidly induces changes to their lipid metabolic and energetic programmes, and this reprogramming of lipid homoeostasis is critical to control macrophage functions^1–5^. For instance, viral infection, TLR ligation or type I interferon (IFN) stimulation have been shown to rewire macrophages’ lipid metabolism by downregulating de novo fatty acid and cholesterol synthesis and upregulating lipid import^3,4,6^. Also, IL-4 stimulation induces de novo lipid synthesis, which is a necessary step for macrophage alternative activation^7^. Conversely, genetic or pharmacological interference with this lipid metabolic reprograming controls macrophages’ ability to mediate inflammatory responses. As such, genetic manipulation of the cholesterol biosynthetic pathway in macrophages alters the balance between lipid synthesis and import, and leads to increased cytokine secretion in response to TLR ligation, spontaneous IFN-β production and increased protection from viral challenge^3,4^. On the other hand, lipid metabolic pathways are also essential for the induction of trained immunity in myeloid cells, and manipulation of lipid pathways prevents trained immunity induction^8,9^. Thus, it is clear that a crosstalk between immunity and lipid metabolism functions as a critical component in host defence and inflammation. Nonetheless, our knowledge of this immuno-metabolic circuit is still limited and the molecular pathways controlling this crosstalk and how they regulate immune cell function remain poorly understood.

Structurally related to MHC class I, the antigen presenting molecule CD1d binds and presents lipid antigens to Natural Killer T (NKT) cells^10^. CD1d is constitutively expressed in hematopoietic (macrophages, B cells, dendritic cells) as well as on non-hematopoietic cells (such as intestinal epithelial cells (IECs)). While the role of CD1d in lipid presentation to NKT cells is well-established, growing evidence supports additional “non-classical” roles for CD1d which impact the functions of CD1d-expressing cells^11–14^. For example, ligation of CD1d in IECs leads to STAT-3-dependent secretion of IL-10 rendering protective effects in murine models of inflammatory bowel disease^15^. Interestingly, alterations in the levels of expression and/or intracellular trafficking of CD1d have been observed in autoimmune diseases as well as during viral and bacterial infections^16,17^, suggesting that the strict control of CD1d expression and function are key components in host defence and inflammatory responses.

In this study we uncovered a function for CD1d as a molecular link between innate immunity and lipid metabolism. We have found that CD1d deficiency in primary macrophages leads to increased secretion of cytokines and increased activation of MAP-Kinase and NF-kB pathways in response to TLR stimulation. Unexpectedly, the hyper-responsiveness of CD1d-KO cells is underpinned by dysregulation of lipid metabolic pathways. CD1d deficiency reprogrammes lipid metabolism, downregulating lipid pathways and the expression of the transcription factor peroxisome proliferator-activated receptor delta (PPARδ). Conversely, CD1d-deficient macrophages show an increase in lipid uptake mediated by the transporter CD36, while inhibition of CD36 restores both metabolic and immune responses. Thus, our data reveal a function for CD1d in controlling lipid metabolism and inflammatory responses in macrophages.

## Results

### CD1d contributes to the negative regulation of TLR responses in myeloid cells

In addition to the well-established functions of CD1d molecules in lipid presentation to T cells, recent literature supports *unconventional* roles for CD1d, which can regulate the activation and function of CD1d-expressing cells^11–13,15^. Accordingly, recent publications proposed that CD1d may regulate inflammatory responses in myeloid cells^14,18^, however the data in the literature are conflicting and the outcome and underpinning mechanisms of the CD1d-dependent control of macrophage functions remain unresolved. To investigate the role of CD1d in the regulation of TLR responses, we took advantage of primary macrophages isolated from the peritoneal cavity (pMacs) of CD1d-deficient (CD1d-KO) mice or littermate controls. Flow cytometry characterization of WT and CD1d-KO pMacs showed comparable expression of various surface markers (e.g. MHC-I, CD24, CD86, CD80) as well as TLR4 (Fig. 1a, Supplementary Fig 1a, b). To evaluate the effect of TLR stimulation in WT and CD1d-KO cells, we purified pMacs, cultured them with the TLR4 agonist LPS, and measured cytokine secretion and mRNA expression 6 h after stimulation (Fig. 1b, Supplementary Fig 1c). To get a broad overview of the cytokine profile secreted by WT and CD1d-KO pMacs in response to TLR stimulation we took advantage of a cytometric bead array which enables simultaneous quantification of 13 different cytokines/chemokines (IL-6, TNF-α, MCP-1, IL- 1α, IL-1β, IL-10, IL-12p70, IL-17A, IL-23, IL-27, GM-CSF, IFN-γ, IFN-β). Strikingly, CD1d-KO pMacs showed an increased secretion of the type I interferon IFN-β (~2-fold) and of the proinflammatory cytokines IL-6 and TNF-α (~1.5-fold) in comparison to WT cells, while secretion of IL-10 was comparable in WT vs. KO pMacs (Fig. 1b, Supplementary Fig 1c; note that all other cytokines were undetectable in our essays). Consistent with these results, CD1d-KO cells also showed increased expression of the interferon stimulated genes (ISG) *Ifit1* and *Mx1* as detected by qPCR. Thus, these data suggest a role for CD1d in the regulation of TLR responses in macrophages.

**Fig. 1:**
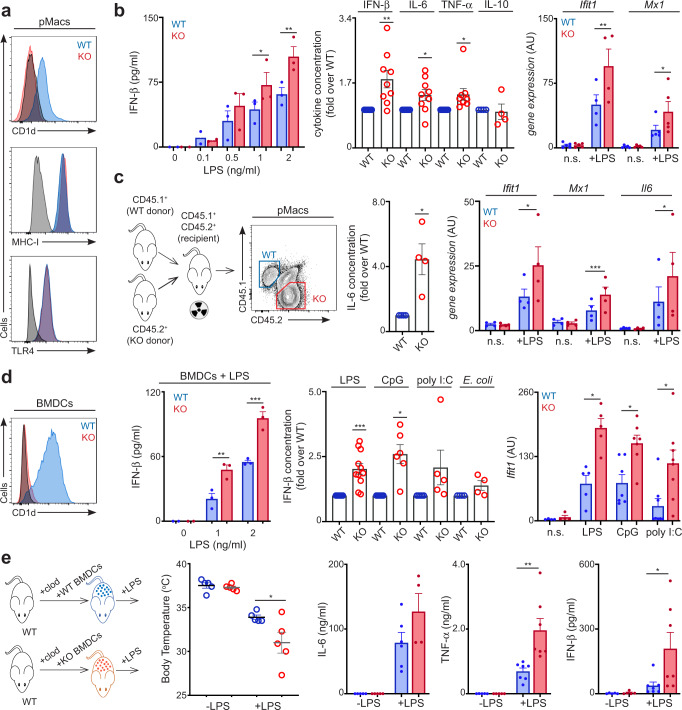
A cell-intrinsic function for CD1d in the regulation of TLR responses. **a**, **b** Peritoneal macrophages (pMacs) were obtained from WT and CD1d-KO mice. **a** Representative flow cytometry of WT (blue) and CD1d-KO (red) pMacs showing expression of the depicted markers in steady state. **b** Secretion of IFN-β (left, *n* = 2–3), normalised concentration of secreted cytokines (fold over WT, middle, *n* = 4–9) and gene expression (right, *n* = 4–5) in WT and CD1d-KO pMacs cultured with LPS for 6 h. *p < 0.05; **p < 0.01, 2-way ANOVA (left), one-sample (middle) or two-tailed paired *t*-test (right). n.s. = non-stimulated. **c** Mixed BM chimeras (WT:CD1d-KO; 50:50) were generated by co-transferring WT (CD45.1^+^) and CD1d-KO (CD45.2^+^) BM into irradiated recipients (CD45.1^+^CD45.2^+^). WT and KO pMacs were sort-purified from chimeric mice and stimulated with LPS. Normalised concentration of IL-6 (fold over WT, left, *n* = 4) and gene expression measured by qPCR (right, *n* = 4) are shown. *p < 0.05; ***p < 0.001, one-sample (left) or two-tailed paired *t*-test (right). n.s. = non stimulated. **d** GM-CSF cultured bone-marrow derived cells (BMDCs) were generated from WT and CD1d-KO mice. Representative flow cytometry of WT (blue) and CD1d-KO (red) BMDCs showing expression of CD1d in steady state. Secretion of IFN-β (left, *n* = 3), normalised concentration of IFN-β (fold over WT, middle, *n* = 4–11) and gene expression (right, *n* = 4–8) in WT and CD1d-KO BMDCs stimulated for 6 h as indicated (2 ng/ml LPS; 0.2 μM CpG; 5 μg/ml poly I:C). *p < 0.05; **p < 0.01; ***p < 0.001, 2-way ANOVA (left), one-sample (middle) or two-tailed paired *t*-test (right). n.s. = non stimulated. **e** WT mice were pre-treated with clodronate liposomes and reconstituted with WT or CD1d-KO BMDCs. Mice were injected with LPS and body temperature (left) or cytokine concentration in the blood (right) were measured (*n* = 5–7). *p < 0.05; **p < 0.01, two-tailed unpaired *t*-test. Bars in all graphs represent mean +/− SEM. Values for *n* represent biologically independent samples (as shown by the number of data points in each graph). *n* = cells isolated from individual mice (**a–d**) or mice per group (**e**). Source data are provided as a Source Data file.

CD1d-KO mice lack CD1d expression in all cells -as well as NKT cells- which could directly or indirectly control the development and/or function of other immune cells. Thus, to explore whether the differences in TLR responses between CD1d-deficient and sufficient macrophages are cell-intrinsic, we generated mixed bone marrow (BM) chimeras (WT:CD1d-KO; 50:50) by co-transferring WT (CD45.1^+^) and CD1d-KO (CD45.2^+^) BM into irradiated recipients (CD45.1^+^CD45.2^+^). WT and CD1d-KO pMacs were sort-purified from chimeras on the basis of their congenic marker expression and stimulated with LPS (Fig. 1c, Supplementary Fig 1d). In keeping with our previous results, CD1d-KO cells isolated from chimeric mice showed increased secretion of IL-6 as well as increased expression of ISGs and *Il6* mRNA in comparison to WT cells, supporting a cell-intrinsic role for CD1d in TLR regulation.

To further confirm the function of CD1d in TLR responses, we took advantage of GM-CSF cultured bone-marrow derived cells (BMDCs) generated from WT and CD1d-KO mice (Fig. 1d, Supplementary Fig 2). Consistent with the results obtained for pMacs, after stimulation with LPS, CD1d-KO BMDCs secreted more type I IFN and pro-inflammatory cytokines (IL-6, TNF-α, MCP-1) and showed increased expression of ISGs as well as *Il6* and *Tnfa* mRNA than WT BMDCs (Fig. 1d, Supplementary Fig 2b–e). This increase in cytokine secretion was independent of TLR4 expression, as its levels were comparable in WT and CD1d-KO BMDCs by both flow-cytometry (Supplementary Fig 2a) and qPCR (Supplementary Fig 2f). The augmented secretion of IFN-β by CD1d-KO BMDCs was also detected upon stimulation with the TLR9 agonist CpG, while the TLR3 agonist poly(I:C) or alive *E. coli*, induced significantly increased cytokine secretion (IL-6, TNF-α), suggesting a broad effect for CD1d in the modulation of TLR responses (Fig. 1d, Supplementary Fig 2b–e). Moreover, the hyperactivation of CD1d-KO cells in response to TLR stimulation was obvious either when using littermate mice as controls, or age and sex matched WT C57BL/6 mice (Supplementary Fig 2g). On the other hand, stimulation of BMDCs with cytokines (IFN-β, TNF-α or IFN-γ) resulted in comparable expression of ISGs and cytokines in WT and CD1d-KO cells (Supplementary Fig 2h). To validate the function of CD1d in the regulation of TLR-mediated responses, we repeated these experiments with BMDCs obtained from an independently generated CD1d-deficient mouse line^19,20^ bred in a different animal facility (Supplementary Fig 2i). As observed in our previous experiments, CD1d-deficient BMDCs from this mouse line also secreted more cytokines than cells from littermate control animals when stimulated with TLR ligands, confirming the specificity of this phenotype.

Finally, we explored the function of CD1d in inflammatory responses in vivo, by using a model of LPS-induced inflammation. Since NKT cells participate in the early cytokine response to TLR ligands^21,22^ we utilised an approach which overcomes the lack of NKT cells in CD1d-KO mice (Fig. 1e). We depleted WT mice of endogenous macrophages via pre-treatment with clodronate liposomes and replenished them by adoptively transferring CD1d-sufficient or deficient BMDCs^23^. After LPS challenge, mice reconstituted with CD1d-KO cells showed increased susceptibility to LPS-induced inflammation evidenced by decreased body temperature and higher concentrations of cytokines in their blood compared to mice reconstituted with WT cells (Fig. 1e).

Thus, collectively our data support a cell-intrinsic role for CD1d in the negative regulation of TLR responses in myeloid cells.

### Enhanced signalling in CD1d-deficient cells in response to TLR stimulation

Next, we investigated whether CD1d interferes with TLR signalling pathways in macrophages. To test this, we examined the activation of the mitogen-activated protein kinase (MAPK) and NF-κB pathways, which are both downstream of TLR signalling. Following LPS stimulation, activation of the MAPKs p38 and ERK and of the NF-κB subunit p65 was enhanced in CD1d-KO pMacs in comparison to WT cells as evidenced by an increase in phosphorylation of these molecules (Fig. 2a). We obtained similar results in time-course experiments performed with BMDCs stimulated with either LPS or poly I:C (Fig. 2b, c). Nonetheless, CD1d deficiency did not affect surface TLR4 levels following LPS stimulation as measured by flow cytometry (Fig. 2d), suggesting that the effects in TLR signalling are independent of its internalization. Thus, these data indicate that CD1d contributes to the regulation of TLR signalling in macrophages.

**Fig. 2:**
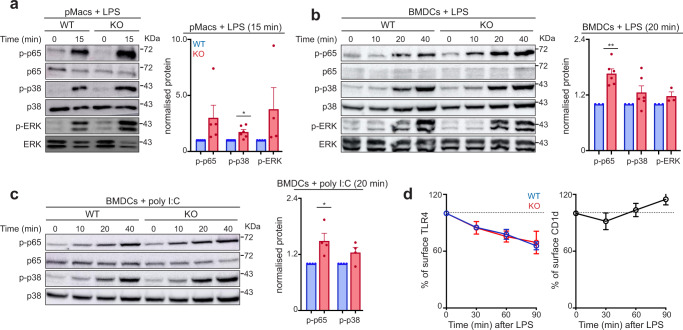
Increased TLR signalling in CD1d-KO cells. **a** Western blot analyses of phosphorylation of p65, p38 and ERK in pMacs isolated from WT or CD1d-KO mice stimulated with LPS for 15 min (left). Levels of phosphorylated p65 (*n* = 5), p38 (*n* = 6) and ERK (*n* = 4) were quantified and related to total p65, p38 and ERK respectively (right). Bars represent mean +/− SEM; *p < 0.05; one-sample *t*-test. **b**, **c** Western blot analyses of phosphorylation of p65, p38 and ERK in WT and CD1d-KO BMDCs stimulated with LPS (**b**) or poly I:C (**c**) for the indicated times. Levels of phosphorylated p65, p38 and ERK were quantified and related to total p65, p38 and ERK respectively (*n* = 3–6). Bars represent mean +/− SEM; *p < 0.05; **p < 0.01, one-sample *t*-test. **d** WT and CD1dKO BMDCs were stimulated with LPS for 0, 30, 60, or 90 min and surface expression of TLR4 (left), and CD1d (right) were analysed by flow cytometry. Plots show changes in mean fluorescence intensity as a percentage of unstimulated cells (mean +/− SEM, *n* = 3). Values for *n* represent biologically independent samples (as shown by the number of data points in each graph). *n* = cells isolated from individual mice. Source data are provided as a Source Data file.

### CD1d-dependent regulation of lipid metabolism in macrophages

Next, we investigated the mechanisms underpinning the alterations in TLR responses from CD1d-KO cells. 

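Polyadenylated RNA of pMacs from 4 WT and 4 CD1d-KO mice was sequenced with 1 library per mouse. The libraries carry the replicate numbers 1, 2, 3 and 5 in each genotype, which makes 4 pairs of a WT and a CD1d-KO library. The authors trimmed the single-end reads, aligned them to the mouse genome GRCm38 with STAR and assigned them to Ensembl genes with RSEM. The values analysed here are the expected counts that RSEM estimated for each gene, which are not normalized. RSEM divides a read that matches several genes among them, so the counts of near-identical genes depend on each other. Between 13875116 and 19059432 reads were counted on genes in the WT libraries (median 14495872), and between 13698864 and 18631659 in the CD1d-KO libraries (median 14436660). Expected counts were rounded and normalized by the TMM method of edgeR, and the 13040 genes that passed the filterByExpr function of edgeR were tested. The model held genotype and replicate number, and p-values from the quasi-likelihood test of edgeR were adjusted by the Benjamini-Hochberg method. Standard errors given with edgeR fold changes were derived from the F statistic of this test, since edgeR does not report them. Genes were called at the thresholds of the paper, an adjusted p-value under 0.01 and a fold change above 1.5. Normalized counts are counts scaled to the mean library size, and a positive log2 fold change means a higher level in CD1d-KO pMacs.

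The deleted gene *Cd1d1* (ENSMUSG00000028076) encodes CD1d and lies on chromosome 3 of GRCm38 from 86995834 to 86999441. Its normalized counts in WT replicates 1, 2, 3 and 5 were 68.2, 175, 96.1 and 141. In CD1d-KO replicates 2, 3 and 5 they were 1.14, 0 and 1.10, and in the library labelled CD1d-KO replicate 1 the normalized count was 60.6. Against the floor of 3 counts, the mean of WT replicates 2, 3 and 5 was at least 39.0-fold higher than CD1d-KO replicates 2, 3 and 5. Over all 4 pairs *Cd1d1* did not pass the threshold in the quasi-likelihood test of edgeR (adjusted p = 0.233 by Benjamini-Hochberg). It passed without replicate 1 (adjusted p = 6.85e-04), and over all alternatives its adjusted p ranged from 6.04e-04 to 0.997. The neighbouring gene *Cd1d2* had at most 3 counts in each of the 8 libraries. Comparisons between the genotypes follow the labels and include the library labelled CD1d-KO replicate 1 unless stated.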

To obtain an unbiased overview of the phenotype and properties of CD1d-deficient cells, we purified pMacs from CD1d-KO mice or littermate controls and analysed their gene-expression profile by RNAseq. These analyses revealed 189 genes that were differentially expressed between WT/KO pMacs (adjusted *p*-value < 0.01, fold change >1.5), with 79 upregulated and 110 downregulated genes in KO vs. WT cells (Fig. 3a, Supplementary Fig 3). 

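In the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment, 5 genes passed the thresholds, of which 5 were higher and 0 lower in CD1d-KO pMacs. At an unadjusted p under 0.05, 958 genes were higher and 653 lower. The alternative that moved the count most was to test the 25377 genes with a count above 0 in at least 1 mouse, which gave 236 genes, 175 higher and 61 lower. DESeq2 with the covariates of the paper gave an adjusted p-value to 10398 genes and called 106, of which 71 were higher and 35 lower. The DESeq2 calls included 5 of the 5 genes called by edgeR.

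*Rps3a3* (ENSMUSG00000059751), a processed pseudogene on chromosome 13 of GRCm38 from 108670603 to 108671397, had 18.1 ± 8.81 normalized counts in WT pMacs (SD, n = 4 mice) and 3606 ± 1129 in CD1d-KO pMacs (SD, n = 4). Its log2 fold change was 7.60 (standard error 0.19, adjusted p = 5.2e-06 from edgeR). The processed pseudogene *Rps3a2* (ENSMUSG00000062611) lies on chromosome 14 from 88123017 to 88123808. It had 126 ± 36 normalized counts in WT and 4525 ± 1118 in CD1d-KO pMacs (log2 fold change 5.16, standard error 0.15, adjusted p = 6.2e-06 from edgeR). *Tpm3-rs7* (ENSMUSG00000058126), on chromosome 14 from 113314608 to 113316754, had 102 ± 17.8 and 4102 ± 1419 normalized counts (log2 fold change 5.25, standard error 0.17, adjusted p = 1.0e-05 from edgeR). These 3 genes are near-identical copies of genes close to *Cd1d1*, so their fold changes are uncertain. The sequence of *Rps3a2* is 99.5% and that of *Rps3a3* 98.9% identical to the transcript of *Rps3a1*, which lies 0.853 Mb from *Cd1d1*. *Tpm3-rs7* is 99.1% identical to *Tpm3*, which lies 3.07 Mb from *Cd1d1*, over 2108 of its 2147 bases.

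The level of *Wdfy1* (ENSMUSG00000073643), on chromosome 1 from 79702262 to 79776143, was 297 ± 33.3 normalized counts in WT and 747 ± 149 in CD1d-KO pMacs (log2 fold change 1.32, standard error 0.10, adjusted p = 0.00381 from edgeR). Its adjusted p rose to 0.0643 without replicate 3 and to 0.0352 without replicate 5, and ranged from 2.1e-18 to 0.295 over all alternatives. *Ms4a8a* (ENSMUSG00000024730), on chromosome 19 from 11067471 to 11081102, had 308 ± 99.1 and 561 ± 188 normalized counts (log2 fold change 0.86, standard error 0.07, adjusted p = 0.00789 from edgeR). It did not pass the threshold in any of the 4 fits that each left out one replicate (adjusted p from 0.0110 to 0.0892), and over all alternatives its adjusted p ranged from 3.1e-09 to 0.997. All 5 genes were higher in the CD1d-KO library in 4 of 4 pairs, the library labelled CD1d-KO replicate 1 included.

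Of the genes with an adjusted p-value from DESeq2, 12 of the 174 within 10 Mb of *Cd1d1* were called (6.90%) and 94 of the 10207 others (0.921%). The odds ratio was 7.96 (p = 1.89e-07, Fisher's exact test, two-sided), and neighbouring genes are not independent. edgeR called 0 of the 210 tested genes within 10 Mb, of which 48 had an unadjusted p under 0.05.

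**Figure D1:**
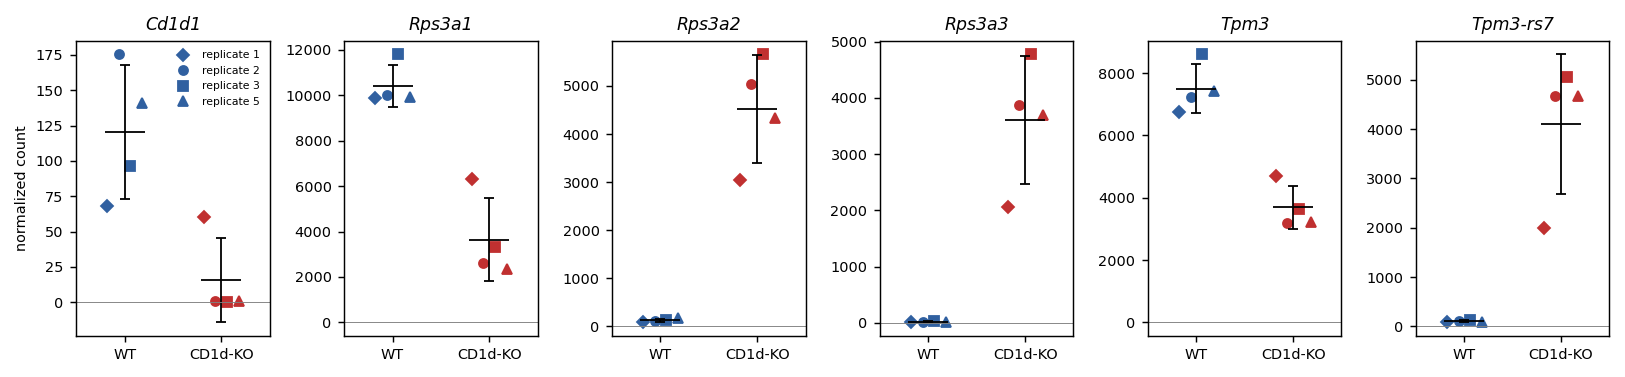
Normalized counts per library of *Cd1d1* and of the gene copies *Rps3a1*, *Rps3a2*, *Rps3a3*, *Tpm3* and *Tpm3-rs7*, in WT (blue) and CD1d-KO (red) pMacs, with a marker shape per replicate number and black bars for mean ± SD (n = 4 mice). The library labelled CD1d-KO replicate 1 had 60.6 normalized counts of *Cd1d1*, and the other CD1d-KO libraries had at most 1.14.

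**Figure D2:**
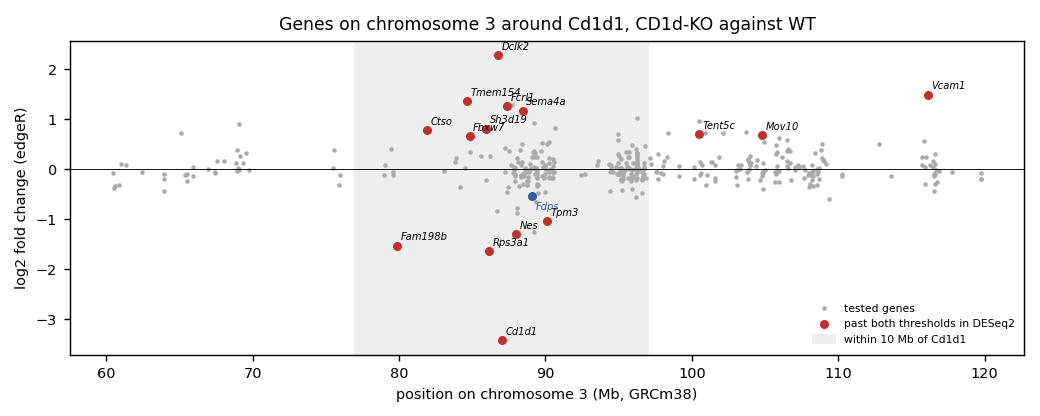
Log2 fold change from edgeR of the tested genes against their position in Mb on chromosome 3 of GRCm38, with genes called by DESeq2 in red and labelled, *Fdps* in blue, and the region within 10 Mb of *Cd1d1* shaded. The shaded region holds 12 genes called by DESeq2.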

From those, only 101 genes were mapped to protein-coding genes (Supplementary Fig 3). 

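Gene types were taken from the GENCODE M21 annotation of GRCm38, which held 48435 of the 48795 gene IDs (99.26%), carrying 99.52% of the expected counts. Of the genes called by edgeR, 3 were protein-coding (*Tpm3-rs7*, *Wdfy1* and *Ms4a8a*). The alternative without a filter on counts moved this number most, to 195 protein-coding genes. DESeq2 called 93 protein-coding genes, 87.7% of its calls.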

Gene ontology analysis using PANTHER analysis tools demonstrated a significant enrichment for genes related to lipid metabolism (Fig. 3a; note that those are the only significantly changed pathways in our dataset). Accordingly, in CD1d-KO pMacs we detected a downregulation of several genes encoding enzymes that function at different stages of the cholesterol biosynthesis pathway (including *Hmgcs1*, *Fdps*, *Cyp51*, *Idi1*, *Fdft1*, *Scd5*, Fig. 3a). In addition to the cholesterol pathway, the expression of genes relating to lipid metabolism were also significantly decreased in CD1d-KO vs. WT macrophages including those encoding the lipid-droplet associated protein Perilipin 1 (*Plin1*), the regulator of lipolysis Lipoprotein lipase (*Lpl*) and its co-factor *Apoc2*, as well as Phospholipid transfer protein (*Pltp*) and Sphingomyelin synthase (*Sgms1*), suggesting additional dysregulation of lipid metabolic pathways in CD1d-KO cells. 

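Gene ontology terms and PANTHER were not used here. Instead, 6 lists of genes were tested with camera, which compares the genes of a list with all other tested genes and here took a preset correlation between genes of 0.01. The p-values were adjusted by the Benjamini-Hochberg method over the 6 lists. The 16 enzymes of the cholesterol synthesis pathway drawn in Fig. 3a had a median log2 fold change of -0.47 (adjusted p = 7.29e-23). All 16 were lower in CD1d-KO pMacs, and over 5 scalings the median ran from -0.48 to -0.43. The alternative that moved the adjusted p most was camera with a correlation estimated from the data, which gave 0.0152, and over the alternatives it ranged from 3.0e-23 to 0.0152. Without the 8 enzymes that the study had marked as downregulated on these samples, the 8 others had a median log2 fold change of -0.35 (adjusted p = 9.3e-07). These 8 others were tested with camera at the preset correlation only, which gave far smaller p-values for the 16 than the estimated correlation did. The 11 tested genes of a list of other targets of SREBP-2, the transcription factor that drives cholesterol synthesis, had a median of -0.31 (adjusted p = 5.79e-08), with 10 of the 11 lower in CD1d-KO pMacs.

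A pair of lists outside lipid metabolism was higher in CD1d-KO pMacs. The 22 interferon-stimulated genes had a median log2 fold change of 0.75 (adjusted p = 4.67e-18), with 22 of 22 higher, and without replicate 1 the median was 0.46. The 12 genes of the integrated stress response, a programme that cells switch on under amino acid shortage and other stresses, had a median of 0.47 (adjusted p = 7.61e-15), with 10 of 12 higher. This list includes *Trib3*, which Fig. 3a labels. With fry, a rotation test that keeps the correlation between genes, the cholesterol enzymes (adjusted p = 0.00220), the other SREBP-2 targets (0.0174) and the stress response genes (0.0317) held at 0.05, and the interferon-stimulated genes did not (0.163). With the correlation estimated from the data, the cholesterol enzymes held and the other SREBP-2 targets (0.0828), the stress response genes (0.0859) and the interferon-stimulated genes (0.180) did not.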

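None of the enzymes named beside Fig. 3a passed the thresholds with edgeR, and 4 of the 16 pathway enzymes were called by DESeq2 (*Cyp51*, *Idi1*, *Hsd17b7* and *Sqle*). Of the 16, 8 had an adjusted p under 0.01 from DESeq2, and those not called missed the fold change threshold alone. *Hmgcs1* (ENSMUSG00000093930, chromosome 13 from 119690379 to 119708260) had 1667 ± 394 normalized counts in WT pMacs (SD, n = 4) and 1219 ± 342 in CD1d-KO pMacs (SD, n = 4). Its log2 fold change was -0.47 (standard error 0.09, adjusted p = 0.0825 from edgeR and 0.00218 from DESeq2). *Cyp51* (ENSMUSG00000001467, chromosome 5 from 4081145 to 4104746) had 1236 ± 396 and 831 ± 308 normalized counts (log2 fold change -0.60, standard error 0.07, adjusted p = 0.0239 from edgeR and 2.5e-06 from DESeq2). *Idi1* (ENSMUSG00000058258, chromosome 13 from 8885501 to 8892451) had 613 ± 227 and 422 ± 194 (log2 fold change -0.59, standard error 0.11, adjusted p = 0.101 from edgeR and 0.00580 from DESeq2). *Fdft1* (ENSMUSG00000021273, chromosome 14 from 63145150 to 63179578) had 615 ± 191.9 and 460 ± 168 (log2 fold change -0.44, standard error 0.07, adjusted p = 0.0644 from edgeR and 0.0123 from DESeq2). *Fdps* (ENSMUSG00000059743) lies on chromosome 3 from 89093588 to 89101959, 2.09 Mb from *Cd1d1*, in the region where called genes were enriched. It had 602 ± 243 and 420 ± 175 normalized counts (log2 fold change -0.53, standard error 0.08, adjusted p = 0.0501 from edgeR and 0.00247 from DESeq2). These 5 enzymes were lower in the CD1d-KO library in 4 of 4 pairs. *Scd5* is absent from the annotation and has no value here.

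Of the 16 enzymes, 14 were lower in the CD1d-KO library in all 4 pairs, and the exceptions were *Mvk* (2 of 4 pairs) and *Mvd* (3 of 4 pairs). Adjusted over the list alone, 12 enzymes had an adjusted p under 0.05 and 11 under 0.01, and over all genes tested 2 had an adjusted p under 0.05 (edgeR). The list was drawn by the study, which marked 8 of its members on these samples, so the first counts are not independent evidence. The median log2 ratio of the 16 enzymes was -0.40, -0.46, -0.69 and -0.50 in pairs 1, 2, 3 and 5, so that the pair with the library labelled CD1d-KO replicate 1 had the smallest drop.

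**Figure D3:**
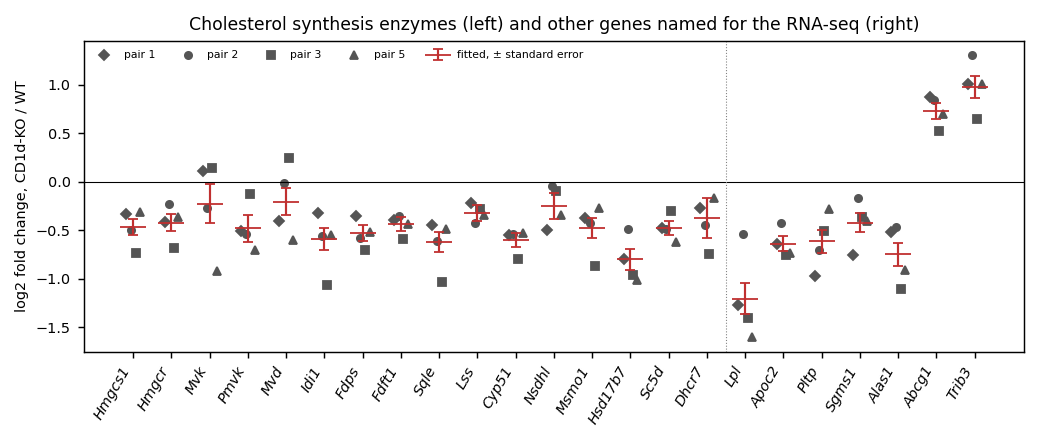
Log2 ratio of CD1d-KO to WT in each of the 4 pairs (grey) and fitted log2 fold change from edgeR ± standard error (red) for 16 cholesterol synthesis enzymes and for *Lpl*, *Apoc2*, *Pltp*, *Sgms1*, *Alas1*, *Abcg1* and *Trib3*. The fitted values of the 16 enzymes lie between -0.80 and -0.21.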

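*Plin1* had 0 counts in 7 libraries and 2 counts in WT replicate 5, too few to test, so a difference was not detectable at this depth. *Lpl* (ENSMUSG00000015568, chromosome 8 from 68880491 to 68907448) had 15471 ± 8479 normalized counts in WT pMacs (SD, n = 4) and 6674 ± 3359 in CD1d-KO pMacs (SD, n = 4). Its log2 fold change was -1.21 (standard error 0.16, adjusted p = 0.0392 from edgeR and 2.5e-11 from DESeq2). Without replicate 2, *Lpl* passed the thresholds of the edgeR test (adjusted p = 0.00250), and over the alternatives its adjusted p ranged from 2.5e-11 to 0.997. *Apoc2* (ENSMUSG00000002992, chromosome 7 from 19671579 to 19677941) had 1016 ± 130 and 659 ± 138 normalized counts (log2 fold change -0.64, standard error 0.08, adjusted p = 0.0254 from edgeR and 4.2e-06 from DESeq2). *Pltp* (ENSMUSG00000017754, chromosome 2 from 164839518 to 164857711) had 16646 ± 1667 and 10872 ± 1234 (log2 fold change -0.62, standard error 0.12, adjusted p = 0.0925 from edgeR and 7.4e-05 from DESeq2). *Sgms1* (ENSMUSG00000040451, chromosome 19 from 32122727 to 32389714) had 1808 ± 409 and 1331 ± 151 (log2 fold change -0.42, standard error 0.10, adjusted p = 0.144 from edgeR and 0.0209 from DESeq2). *Lpl*, *Apoc2* and *Pltp* passed the thresholds with DESeq2 and *Sgms1* did not. The 4 tested genes were lower in the CD1d-KO library in 4 of 4 pairs. Of the 23 genes that the paper names for the RNAseq, 20 were tested, and adjusted over the list alone 20 had an adjusted p under 0.05 and 19 under 0.01 (edgeR). The study chose this list on these samples, so these counts are not independent evidence. Over all genes tested, 6 of the 20 had an adjusted p under 0.05 and 0 under 0.01 (20 at an unadjusted p under 0.05), and DESeq2 gave 17 an adjusted p under 0.01 and called 11. From the lower expression of these genes beside the cholesterol pathway, the paper proposes a wider dysregulation of lipid metabolism in CD1d-KO cells.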

We confirmed these results by qPCR, by testing the expression of enzymes of the cholesterol pathway *Hmgcs1* (encoding Hydroxymethylglutaryl-CoA synthase) and *Cyp51* (encoding Lanosterol 14α-demethylase) as well as *Plin1*, *Lpl* and *Pltp* (Fig. 3b, c). These genes were found to be downregulated in CD1d-deficient pMacs and BMDCs vs. their WT counterparts, as well as in CD1d-KO pMacs isolated from WT:CD1d-KO mixed BM chimeras. Thus, CD1d-KO cells have cell-intrinsic alterations in lipid metabolism in steady-state conditions.

**Fig. 3:**
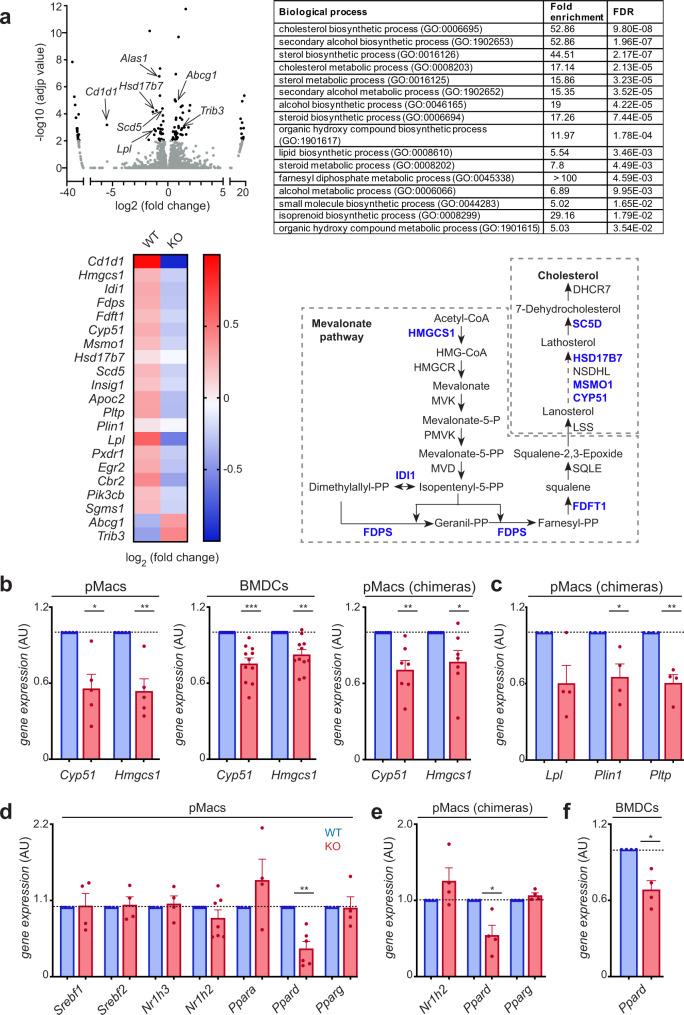
Transcriptional downregulation of lipid metabolic pathways in CD1d-KO cells. **a** pMacs isolated from WT or CD1d-KO mice were subjected to RNAseq analyses (*n* = 4). Top left, volcano plot including differentially expressed genes (black). A fold change cut-off of 1.5 and adjusted *p*-value cut off of 0.01 were applied. Top right, functional enrichment analysis of genes significantly changed in WT vs. CD1d-KO pMacs. The GO terms are shown ranked by *p-*values. Enrichment and *p*-values (from a Fisher’s exact test with Bonferroni correction) were calculated with PANTHER tools. Bottom left, heat map for selected transcripts significantly changed in WT vs. CD1d-KO pMacs. Bottom right, representative image of the cholesterol biosynthesis pathway, showing metabolites and enzymes responsible for the individual synthetic step. Enzymes encoded by genes significantly downregulated in CD1d-KO pMacs are shown in blue. **b–f** qPCR analyses showing relative expression of the depicted genes in WT (blue) and CD1d-KO (red) pMacs, pMacs sort purified from 50:50 WT:CD1d-KO bone-marrow chimeras and BMDCs as indicated (*n* = 4–11). Bars represent mean +/− SEM; *p < 0.05; **p < 0.01; ***p < 0.001, one-sample *t*-test. Values for *n* represent biologically independent samples (as shown by the number of data points in each graph). *n* = cells isolated from individual mice. Source data are provided as a Source Data file.

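For the heat map genes, the log2 CPM values (counts scaled to library size, TMM, prior count 2) of the 4 CD1d-KO libraries were averaged and the mean over all 8 libraries was subtracted. Of the 21 genes of the heat map, 20 were found in the annotation, and 20 of the 20 had the sign of the value in the paper's source data. The mean absolute distance to the paper's values was 0.104. The variance stabilizing transformation of DESeq2 moved it most, to 0.0250. *Cd1d1* had a value of -2.14, and -2.76 without replicate 1. Apart from *Cd1d1*, the values ran from -0.61 for *Cbr2* and -0.60 for *Lpl* to 0.36 for *Abcg1* and 0.49 for *Trib3*. *Hsd17b7* had a value of -0.40 and *Pik3cb* of -0.19. The value of *Plin1*, -0.13, rests on 2 counts.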

To investigate the upstream mechanisms regulating the transcriptional programme of CD1d-KO cells, we used a genome-scale mouse transcriptional regulatory network database (TRRUST)^24^ to identify transcription factors upstream of genes that have significantly changed expression on CD1d-KO vs. WT cells. 

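The TRRUST database was not used here, and genes known from their function as targets of the Liver X receptors (LXR) and of the nuclear receptor PPARδ were tested as lists instead. The 17 LXR targets had a median log2 fold change of 0.018 (camera adjusted p = 0.481, Benjamini-Hochberg over the 6 lists), with 8 lower and 9 higher in CD1d-KO pMacs. They included genes that moved apart: *Abcg1* was higher (log2 fold change 0.73, standard error 0.08, adjusted p = 0.0203 from edgeR) and *Apoe* lower (log2 fold change -0.57, standard error 0.13, adjusted p = 0.148 from edgeR), each in 4 of 4 pairs. Without replicate 3 the median of the list was -0.020. The 9 tested PPARδ targets had a median of -0.048 (adjusted p = 0.495). *Angptl4* and *Pdk4*, also on the list, had too few counts to be tested (mean normalized counts 10.3 and 10.5). Both had lower normalized counts in CD1d-KO pMacs in 4 of 4 pairs (log2 fold change -1.72 and -1.35 from DESeq2). In pair 3 the counts before scaling were equal (1 and 1 for *Angptl4*, 4 and 4 for *Pdk4*), so that pair showed no fall. Without replicate 3 both were tested, which made 11 targets. The median was then -0.10 and the adjusted p 0.0112, and over the alternatives the adjusted p ranged from 0.0112 to 0.636.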

TRRUST predicted 2 transcription factors associated to these changes (FDR < 0.05): the Liver X receptor (LXR) family member LXRβ and the Peroxisome Proliferator-Activated Receptor (PPAR) family member PPARδ (also known as PPARβ). When we analysed the expression levels of these transcription factors in pMacs and BMDCs, we found comparable expression for *Nr1h2* (encoding LXRβ) yet the expression of *Ppard* (but not the other PPAR family members) was significantly downregulated in CD1d-KO pMacs and BMDCs (Fig. 3d–f). The downregulation of *Ppard* was also evident in CD1d-KO pMacs purified from chimeric mice (WT:CD1d-/-; 50:50) confirming that this is a cell intrinsic phenotype. Of note, other regulators of lipid metabolism including SREBP-1 (*Srebf1*), SREBP-2 (*Srebf2*) or LXRα *(Nr1h3*) showed comparable mRNA expression levels in WT and CD1d-KO cells (Fig. 3d–f).

Thus, all together these data indicate that CD1d contributes to the regulation of lipid metabolic pathways in macrophages.

### Increased lipid uptake in CD1d-KO macrophages

Since the cholesterol biosynthesis pathway is downregulated in CD1d-KO macrophages we explored whether this alteration is translated into changes in cellular lipid content. We employed liquid chromatography-tandem mass spectrometry (LC/MS/MS) to measure cholesterol as well as cholesteryl esters (CE) in unstimulated pMacs isolated from WT and CD1d-KO mice (Fig. 4a). On a per cell basis, the levels of total cholesterol as well as those of saturated (16:0, 18:0) or unsaturated (16:1, 18:1, 18:2, 20:3, 20:4, 22:6) cholesteryl esters were not significantly different between WT and CD1d-KO pMacs. Moreover, we did not detect any differences when staining cells with the cholesterol-binding antibiotic filipin III or when analysing cholesterol-enriched lipid rafts by staining with cholera toxin B (CtB; Fig. 4b, c); suggesting that CD1d-deficiency is not affecting cholesterol content or membrane lipid rafts in pMacs. Also, Nile Red staining -which selectively stains intracellular lipid droplets- was comparable in WT and CD1d-KO pMacs (Fig. 4d), suggesting similar neutral lipid content in these cells.

**Fig. 4:**
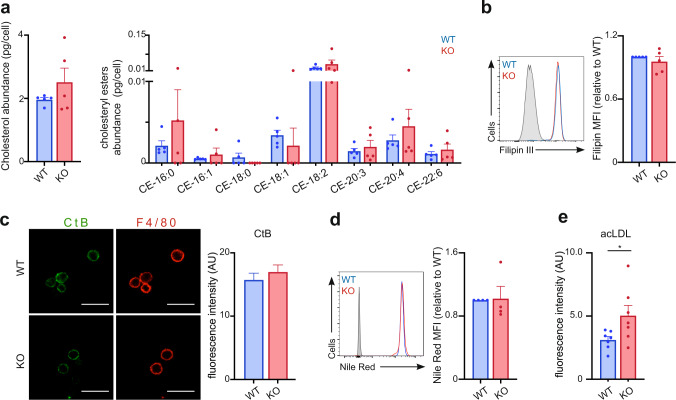
Metabolic rewiring in CD1d-KO cells. **a** Cholesterol and cholesteryl ester contents in pMacs detected using liquid chromatography-tandem mass spectrometry (LC/MS/MS) were normalized by cell numbers (*n* = 5). **b** Flow cytometry-based readout of cholesterol content by Filipin staining (*n* = 5). **c** pMacs were isolated from WT and KO mice and stained with cholera toxin B (CtB; green) and F4/80 (red). Bars represent mean +/− SEM for corrected total cell fluorescence (*n* = 161 WT; 261 CD1d-KO). Data pooled from 2 independent experiments. Scale bar is 20 μm. **d** Flow cytometry-based readout of Nile Red staining (*n* = 4). **e** Uptake of DiI-acLDL in pMacs isolated from WT or CD1d-KO mice (*n* = 7). *p < 0.05, unpaired two-tailed *t*-test. Bars in all graphs represent mean +/− SEM. Values for *n* represent biologically independent samples (as shown by the number of data points in each graph). *n* = cells isolated from individual mice (**a**, **b**, **d**, **e**) or cells (**c**). Source data are provided as a Source Data file.

Cellular lipid needs are strictly regulated and are achieved through a balance between de novo synthesis and import. For instance, innate signals (such as TLR stimulation) rewire macrophages’ lipid metabolism by downregulating de novo fatty acid and cholesterol synthesis and upregulating lipid import, but without altering total lipid content^3,4,6^. Thus, we speculated that lipid levels in CD1d-KO cells could be balanced by an increase in lipid import. Indeed, lipid uptake -measured using fluorescently-labelled low-density lipoprotein (Dil-acetylated LDL)- was increased in CD1d-KO vs. WT pMacs in steady-state (Fig. 4e). Thus, CD1d-deficiency in macrophages rewires lipid metabolism resulting in an increase in lipid import, but without significantly altering cellular lipid availability.

### Coordinated metabolic and immune responses in macrophages

Next, we explored the mechanism(s) underlying the metabolic rewiring in CD1d-KO macrophages by investigating the molecules responsible for the alterations in lipid uptake. The uptake of modified lipoproteins by macrophages is largely mediated by the scavenger receptor CD36 which plays a key role in the regulation of lipid transport and cellular metabolism^25–27^. Interestingly, a recent technical report proposed the lipid transporter CD36 as a ligand for CD1 molecules demonstrating the binding of CD1 tetramers to CD36 in human monocytes, with possible implications for the functions of these proteins^28^. This prompted us to investigate whether CD36 could contribute to the increase in lipid uptake in CD1d-KO cells. To test this, we blocked CD36 in WT and CD1d-KO pMacs by incubation with sulfosuccinimidyl oleate (SSO) which irreversibly binds CD36 and has been widely used to inhibit CD36-mediated lipid import^29^. Interestingly, blocking CD36 resulted in a decrease in lipid uptake in CD1d-KO pMacs to comparable levels to WT cells (Fig. 5a), suggesting that CD36 contributes to the increase in lipid import in CD1d-KO cells. Moreover, blocking lipid uptake through CD36 was sufficient to restore the mRNA expression levels of lipid metabolic enzymes (*Hmgcs1*, *Cyp51, Lpl, Pltp*) which were found to be comparable in WT and CD1d-KO cells (Fig. 5b).

**Fig. 5:**
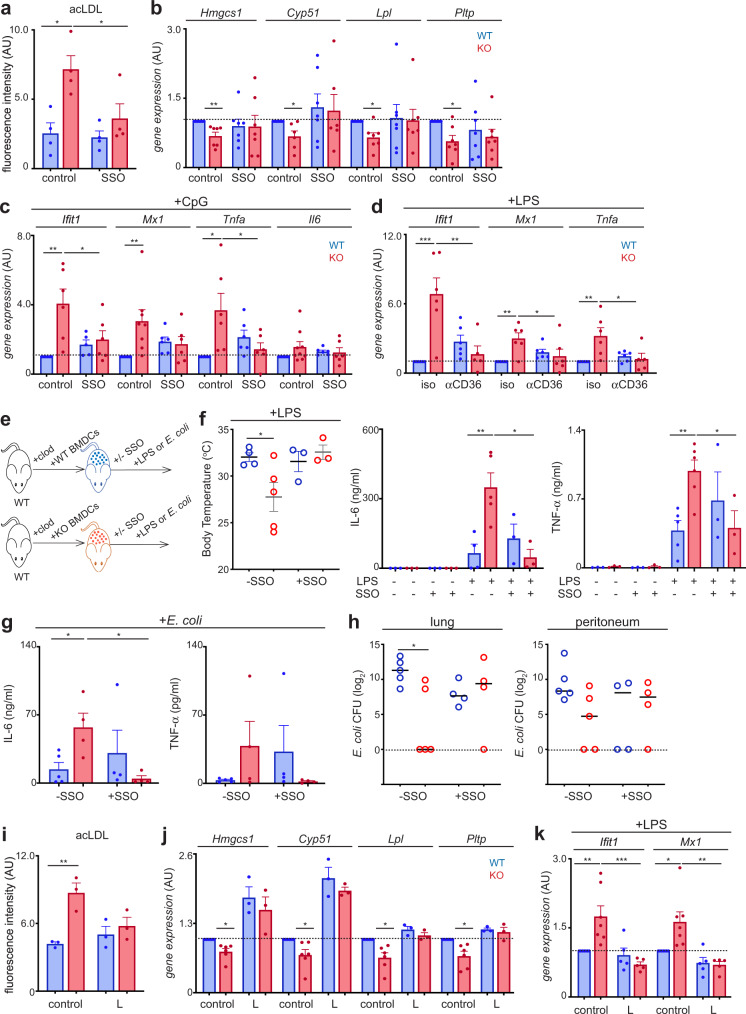
Lipid metabolism regulates immune responses to TLR stimulation in macrophages. **a** pMacs were incubated with (or without, control) SSO and uptake of DiI-acLDL was measured (*n* = 4). *p < 0.05, 2-way ANOVA. **b** BMDCs were generated from WT (blue) and CD1d-deficient (red) BM and cultured in the presence (or absence, control) of SSO overnight (*n* = 7). qPCR analyses show relative expression of the depicted genes. *p < 0.05, **p < 0.01 one-sample *t*-test. **c** BMDCs were cultured in the presence (or absence, control) of SSO overnight prior to stimulation with CpG (*n* = 5–9). Expression of the depicted genes was measured by qPCR. *p < 0.05; **p < 0.01 2-way ANOVA. **d** BMDCs were cultured in the presence of αCD36 or isotype control antibody (iso) overnight prior to stimulation with LPS (*n* = 5–6). Expression of the depicted genes was measured by qPCR. *p < 0.05; **p < 0.01; ***p < 0.001 2-way ANOVA. (**e**–**h**) WT mice were pre-treated with clodronate liposomes and reconstituted with WT or CD1d-KO BMDCs (*n* = 3–6). Mice received SSO (or vehicle control) before injection of LPS (**f**) or infection with *E. coli* (**g**, **h**). **f** Body temperature (left) or cytokine concentration in the blood (right) were measured. **g**, **h** Cytokine concentration in the blood (**g**) and bacterial CFUs (**h**) 18 h after infection. *p < 0.05; **p < 0.01, unpaired two-tailed *t*-test **(f**, **g)** or Mann-Whitney test (**h**). **i** pMacs were incubated with (or without, control) L165,041 (L) and uptake of DiI-acLDL was measured (*n* = 3). **p < 0.01, 2-way ANOVA. **j** BMDCs were cultured in the presence (or absence, control) of L165,041 (L) overnight (*n* = 3–6). qPCR analyses show relative expression of the depicted genes. *p < 0.05, one-sample *t*-test. **k** BMDCs were cultured in the presence (or absence, control) of L165,041 (L) overnight prior to stimulation with LPS (*n* = 5–7). Expression of the depicted genes was measured by qPCR. *p < 0.05, **p < 0.01, ***p < 0.001, 2-way ANOVA. Bars in all graphs represent mean +/− SEM, lines in **g** represent media. Values for *n* represent biologically independent samples (as shown by the number of data points in each graph). *n* = cells isolated from individual mice (**a-d**, **i**–**k**) or mice per group (**f**–**h**). Source data are provided as a Source Data file.

Shifts in cellular metabolism are important drivers of cell phenotype and activation^30^. Since alterations in lipid metabolic programmes are evident in unstimulated CD1d-KO cells, we hypothesised that these changes could prime cells for increased responses to TLR ligands. To functionally assess the link between the metabolic and immune alterations in CD1d-KO cells, we investigated whether restoring lipid import is sufficient to re-establish immune responses in macrophages. We used 2 approaches to block lipid import through the transporter CD36: SSO which irreversibly binds to CD36, or a CD36-blocking antibody (αCD36; JC63.1) reported to block fatty acid and modified LDL uptake^31^ (Fig. 5c, d, Supplementary Fig 4a). Strikingly, blocking CD36 with SSO prior to stimulation with LPS or CpG resulted in decreased cytokine production and ISG expression in CD1d-KO cells which were detected at comparable levels to those found in WT cells (Fig. 5c, Supplementary Fig 4a). Importantly, similar results were obtained when lipid import was blocked with an αCD36 antibody (Fig. 5d), confirming that inhibition of lipid uptake through CD36 is sufficient to restore immune responses in CD1d-KO macrophages.

Next, we explored whether manipulation of metabolic pathways also regulates immune responses in vivo. To test this, we employed 2 different models of disease: an LPS-induced model of inflammation and a model of bacterial peritonitis (Fig. 5e–h). To investigate the link between inflammatory and metabolic responses, CD36 was blocked in vivo by administration of SSO to macrophage-depleted mice reconstituted with CD1d sufficient or deficient cells (Fig. 5e). As observed before (Fig. 1e), mice reconstituted with CD1d-KO cells showed increased susceptibility to LPS-induced inflammation evidenced by decreased body temperature as well as higher concentrations of cytokines in their blood (Fig. 5f). Strikingly, blocking CD36 in vivo restored immune responses, such that body temperature and blood cytokine concentration were comparable in mice reconstituted with WT and CD1d-KO cells (Fig. 5f), supporting the in vivo relevance of an immune-metabolic axis regulated by CD1d. To investigate whether this immune-metabolic axis is relevant during infection, we used a model of bacterial peritonitis caused by *Escherichia coli* as this is a clinically relevant infection with high mortality rate^32^ (Fig. 5g, h). Thus, we inoculated mice intraperitoneally with 10^4^ CFUs of alive *E. coli* and checked bacterial spread and cytokine levels 18 h after infection. Mice reconstituted with CD1d-KO cells exhibited an increased concentration of cytokines in their blood and enhanced capacity to prevent bacteria dissemination as we recovered less bacterial CFUs in the lungs of those animals vs. controls. Strikingly, blocking CD36 in vivo also altered immune responses in this setting, such that cytokines and bacterial loads were comparable in mice receiving WT and CD1d-KO cells after SSO treatment (Fig. 5g, h). Thus, these data support the relevance of an immune-metabolic axis in vivo which can contribute to controlling the progression and outcome of infections.

Lastly, we investigated the molecular mechanisms linking metabolic and immune responses in macrophages. PPARδ is a ligand-inducible transcription factor with established functions in metabolism and a suggested anti-inflammatory role in immune regulation^33^. Analyses of upstream regulators of the transcriptional programme of CD1d-KO cells revealed a transcriptional down-regulation of *Ppard* (Fig. 3d–f), and western-blot analyses confirmed that total (protein) levels of PPARδ were also decreased in CD1d-KO cells (Supplementary Fig 4b). Therefore, we speculated that alterations in PPARδ may contribute to the immune-metabolic phenotype of CD1d-KO cells, and thus activation of PPARδ may be sufficient to restore macrophage responses. To test this hypothesis, we took advantage of the PPARδ agonist L165,041 which has been previously used to investigate the role of PPARδ activation in macrophage biology^34^. Interestingly, PPARδ activation was sufficient to decrease acLDL uptake in CD1d-deficient cells (Fig. 5i) and restored the expression of lipid metabolic genes to comparable levels to WT cells (Fig. 5j). Moreover, activation of PPARδ prior to stimulation with LPS resulted in decreased ISG expression in CD1d-KO cells comparable to WT cells (Fig. 5k). Thus, activation of PPARδ restores metabolic and immune responses in CD1d-KO cells.

Altogether these data indicate that the CD1d-dependent metabolic reprogramming in macrophages contributes to the regulation of immune responses.

### CD1d modulates CD36 internalization and lipid uptake

Finally, we explored the molecular mechanisms by which CD1d modulates lipid uptake. First, we investigated whether altered expression and/or function of CD36 could be responsible for the changes in lipid import in CD1d-KO cells. qPCR analyses showed comparable *Cd36* (and scavenger receptor *Msr1)* mRNA levels in WT and KO pMacs and BMDCs (Fig. 6a), suggesting that CD1d-deficiency does not affect their expression. Moreover, total levels of CD36 were found to be comparable in WT and CD1d-KO cells as detected by western blot (Fig. 6b). However, flow cytometry staining showed significantly decreased surface levels of CD36 in CD1d-KO cells, yet the levels of MSR1 are comparable (Fig. 6c). We confirmed this result by confocal microscopy, which showed both CD1d and CD36 at the cell membrane in WT cells, yet we detected a notable decrease in surface CD36 fluorescence intensity in CD1d-KO cells (Fig. 6d), suggesting that CD1d may modulate the location of CD36 at the plasma membrane. Interestingly, analyses of confocal microscopy images showed a degree of colocalization between CD1d and CD36 on the cell surface (Fig. 6d), suggesting that these molecules are located in close proximity at the plasma membrane. In line with these data, proximity ligation assays (PLA) indicate that CD1d and CD36 are found in close proximity on the cell surface as we detected CD1d-CD36 PLA puncta in WT cells which were absent in CD1d-KO cells (Fig. 6e). Thus, these data indicate that CD1d does not affect CD36 expression, yet it regulates its localization at the plasma membrane.

**Fig. 6:**
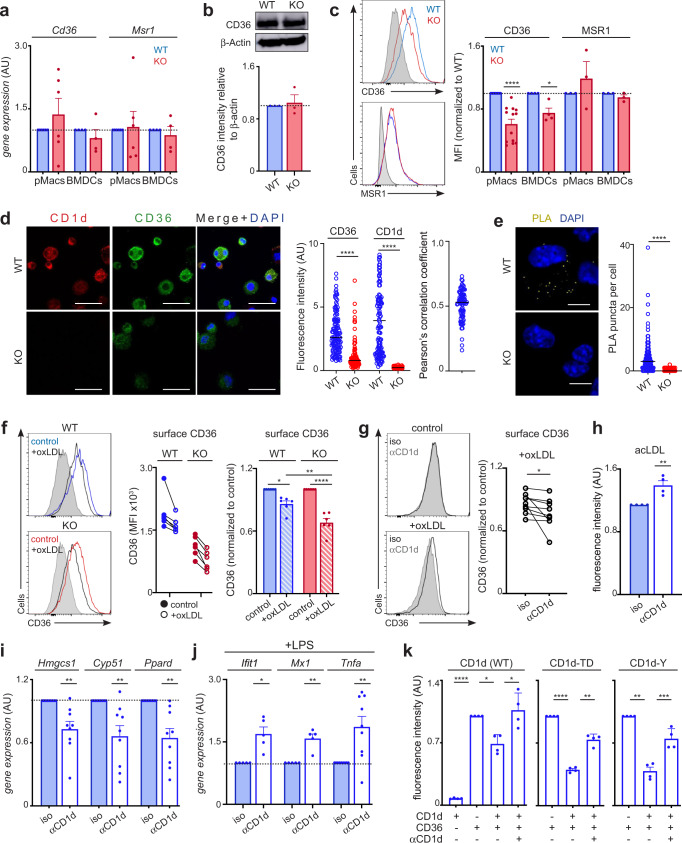
CD1d regulates CD36 internalization and lipid uptake. **a** qPCR expression data of *Cd36* and *Msr1* in WT and CD1d-KO cells (*n* = 4–6). **b** Western-blots and quantification for CD36 and β-actin in WT and CD1d-KO BMDCs (*n* = 3). **c** Flow cytometry images and quantification of Mean fluorescence intensity (MFI) for CD36 and MSR1 in WT and CD1d-KO cells (*n* = 3–13). *p < 0.05, ***p < 0.001, one-sample *t*-test. **d** Confocal microscopy images showing staining of CD1d (red), CD36 (green) and DAPI (blue) for WT (*n* = 123) and CD1d-KO BMDCs (*n* = 91). Graphs show fluorescence intensity for CD1d and CD36 (left) and Pearson correlation coefficient (right). Scale bar is 20 μm. ****p < 0.0001 two-tailed unpaired *t*-test. **e** PLA was performed in WT and CD1d-KO BMDCs for CD1d and CD36. Representative images of PLA (yellow) and DAPI (blue) and quantification of PLA (puncta per cell) are shown (*n* = 162–305 cells). Scale bar is 7 μm. ****p < 0.0001 two-tailed unpaired *t*-test. **f** Flow-cytometry analyses of surface CD36 in WT and CD1d-KO pMacs after incubation with oxLDL (left). MFI for CD36 (middle) or values relative to control (untreated) cells (right) are shown (*n* = 6). **p < 0.01; ***p < 0.001; ****p < 0.0001, 2-way ANOVA. **g** Flow-cytometry analyses of CD36 in WT pMacs pre-treated with αCD1d or isotype (iso) and incubated with oxLDL (*n* = 9). CD36 levels are shown relative to control (untreated cells + isotype). *p < 0.05; paired two-tailed *t*-test. **h** Uptake of DiI-acLDL in pMacs pre-treated with αCD1d or isotype (*n* = 4). **p < 0.01, unpaired two-tailed *t*-test. **i** BMDCs were cultured with αCD1d or isotype. qPCR data show relative expression of the depicted genes (*n* = 9). **p < 0.01 one-sample *t*-test. **j** BMDCs were cultured with αCD1d or isotype (iso) and stimulated with LPS (*n* = 5–9). Expression of the depicted genes was measured by qPCR. *p < 0.05, **p < 0.01 one-sample *t*-test. **k** Uptake of DiI-acLDL in HEK293T cells transfected with CD1d, mutant CD1d (CD1d-TD or CD1d-Y) and/or CD36 (*n* = 4). Some samples were incubated with αCD1d as indicated. *p < 0.05; **p < 0.01; ***p < 0.001, one-way ANOVA. Bars in all graphs represent mean +/− SEM. Values for *n* represent biologically independent samples (as shown by the number of data points in each graph). *n* = cells isolated from individual mice (**a–c**, **f**–**j**), cells (**d**, **e**) or transfections (**k**). Source data are provided as a Source Data file.

The internalization of CD36 is a crucial step for lipid uptake and this process is modulated by a variety of membrane receptors and adaptor proteins^35–37^. For example, the adhesion molecule CD146 (MCAM) regulates CD36 internalization in macrophages and subsequent lipid uptake^35^. Thus, we speculated that CD1d may regulate CD36 internalization consequently controlling lipid internalization. To test this hypothesis, we incubated WT and CD1d-KO pMacs with oxidated-LDL (oxLDL) particles which have been shown to induce internalization of the CD36-oxLDL complex (Fig. 6f). Flow cytometry analysis of CD36 showed a decrease in the levels of surface CD36 after oxLDL treatment, yet this decrease was significantly higher in CD1d-KO cells, indicating an increased level of CD36 internalization in the absence of CD1d (Fig. 6f). To further validate the role of CD1d in controlling CD36-mediated lipid uptake, we incubated WT pMacs with a CD1d blocking antibody (19G11^15^) and measured the effect in lipid uptake as well as in the subsequent immune responses after LPS stimulation. Strikingly, blocking surface CD1d in WT pMacs was sufficient to induce a small but significant increase in CD36 internalization after oxLDL treatment (Fig. 6g), which was accompanied by an increase in lipid uptake as measured using fluorescently-labelled acLDL (Fig. 6h). Moreover, blocking CD1d in WT cells resulted in a downregulation of lipid metabolic genes (*Hmgcs1, Cyp51*) as well as *Ppard* (Fig. 6i), and a concomitant increase in cytokine/ISG production in response to TLR stimulation (Fig. 6j). Thus, blocking surface CD1d is sufficient to recapitulate the metabolic and immune responses found in CD1d-deficient cells. Comparable results were obtained when blocking CD1d in RAW264.7 macrophages (which express high levels of endogenous CD1d and CD36). CD1d-blocking resulted in altered metabolic and immune responses in these cells (Supplementary Fig 5a–d). Hence, these data further support that CD1d modulates lipid internalization through CD36 leading to the subsequent regulation of metabolism and immunity.

Finally, we explored the molecular requirements by which CD1d controls CD36-dependent lipid uptake. To do this, we set up a system in which we expressed CD1d and/or CD36 in HEK293T cells and measured uptake of fluorescent acLDL (Fig. 6k, Supplementary Fig 5e). We detected a stark increase in lipid uptake following expression of CD36, which was not detected in cells expressing only CD1d (or in mock transfected cells), indicating that internalization of acLDL in this system is primarily mediated by CD36. Co-expression of CD1d and CD36 resulted in a decrease in lipid internalization compared to CD36-expressing cells, and this effect was reverted by incubation of cells with an αCD1d blocking antibody, confirming that also in this system CD1d modulates CD36-mediated lipid import. CD1d has a short intracellular tail which has been suggested to participate in retrograde signalling and to control CD1d internalization and trafficking^11,38,39^. To investigate whether the CD1d tail plays a role in the regulation of lipid uptake, we expressed two mutant forms of CD1d either lacking 7 residues (SAYQDIR) of the intracellular tail (CD1d-TD) or with a Y → A mutation in Y332 (CD1d-Y). Both of these mutants were efficiently expressed and detected at the cell surface (Supplementary Fig 5e) as previously reported^38,39^. Interestingly, expression of mutant CD1d (CD1d-TD or CD1d-Y) in CD36-expressing cells induced a decrease in lipid uptake which was reverted by incubation with an αCD1d antibody (Fig. 6k), suggesting that the CD1d-dependent regulation of lipid uptake by CD36 is independent of the CD1d cytoplasmatic tail.

Thus, collectively our data demonstrate that CD1d modulates CD36-mediated lipid uptake and subsequent metabolic and immune responses in macrophages.

## Discussion

Alterations in cellular metabolism are important drivers in the control of macrophage phenotype and activation. In this paper, we identify the lipid presenting molecule CD1d as a regulator of lipid metabolism in macrophages ultimately controlling macrophage response to innate stimuli (Supplementary Fig 6). We show that absence of CD1d induces a rewiring in cellular lipid metabolism underpinned by an increase in lipid import. These metabolic alterations shape macrophage response to innate stimuli, as CD1d-deficient cells show increased activation in response to TLR stimulation. Mechanistically, CD1d regulates the internalization of CD36 ultimately controlling lipid uptake; while blocking lipid import through CD36 restores metabolic and immune responses in macrophages. Thus, our data identifies a previously unrecognised function for CD1d as a link between lipid metabolism and innate immunity in macrophages.

The better understood function of CD1d relates to its capacity to present lipid antigens to NKT cells. However, an increasing body of data has shown cell intrinsic functions for CD1d controlling cytokine secretion in hematopoietic and non-hematopoietic cells. For instance, in intestinal epithelial cells, ligation of CD1d results in STAT-3 dependent secretion of IL-10^15^; while CD1d crosslinking in human monocytes leads to IL-12 secretion in a process mediated by NF-kB^12^. On the other hand, recent publications reported controversial results regarding the role of CD1d in the (positive or negative) regulation of inflammation^14,18^. Using two independently generated CD1d-KO strains bred in two separate animal facilities, our data demonstrates that CD1d negatively regulates TLR signalling, thus controlling the production of proinflammatory cytokines and type-I IFN. This function of CD1d is cell intrinsic and independent of NKT cells. Interestingly, the levels of expression of CD1d have been shown to be altered in a variety of pathologies including autoimmune diseases such as systemic lupus erythematosus (SLE)^16^. Whilst it is likely that alteration of CD1d expression will in turn control NKT cell functions in the context of disease, it is also possible that the downregulation of CD1d itself could contribute to the control of TLR signals and consequently shape the development of the inflammatory response.

Our transcriptome analyses revealed a downregulation of lipid metabolic pathways in CD1d-deficient macrophages, which occurred in a cell-intrinsic manner and in the absence of stimulation. This effect was accompanied by an increase in lipid import, suggesting that CD1d deletion induces a metabolic rewiring in macrophages favouring reliance on exogenous lipid uptake over de novo synthesis. Shifts in cellular metabolism are known to be important drivers of cell phenotype and activation^30^. Indeed, our results show that manipulation of lipid pathways is sufficient to restore the hyperactivated TLR responses in CD1d-KO cells. These data are in line with recent reports showing that TLR responses and lipid metabolism are connected enabling immune cells to coordinate metabolic changes with immune activation. For instance, genetic disruption of enzymes of the cholesterol pathway is sufficient to shift the balance between cholesterol synthesis and import, resulting in increased cytokine production in response to TLR stimulation^4^. Conversely, immune signals (such as TLR ligands or type I IFN) lead to downregulation of fatty acid and cholesterol synthesis without affecting cellular lipid content^3,4,40^. Thus, these reports define a metabolic-inflammatory circuit in myeloid cells by which lipid biosynthesis pathways can be monitored by the host defence machinery controlling responses to external insults. In line with this model, we propose that the metabolic rewiring induced by the lack of CD1d, primes cells for hyper-responsiveness to TLR ligands. While the mechanism(s) linking lipid metabolism and innate signals remain poorly defined, it has been proposed that differential subcellular concentrations of synthesised vs. imported lipids or their metabolites (e.g. endoplasmic reticulum (ER) vs. plasma membrane) could convey distinct information to the cells regarding lipid homoeostasis and regulate the activation of signalling molecules in the ER^4^. On the other hand, downregulation of lipid biosynthesis pathways can lead to the reduction or accumulation of key metabolites of the pathways which can in turn control macrophage functions^8,41^.

Our data shows that CD1d contributes to the regulation of lipid metabolism by controlling CD36 function. The CD36-dependent increase in lipid import in CD1d-KO cells was not due to alterations in CD36 expression, but related to the altered internalisation of CD36, suggesting that CD1d controls lipid import through regulation of CD36 internalization. Moreover, both molecules are located in membrane lipid rafts^42,43^, suggesting that they cooperate in specific membrane microdomains to ultimately regulate lipid uptake. In line with this, other surface molecules -such as CD146- have been shown to modulate CD36 internalization during lipid uptake ultimately controlling macrophage activation^35^. Interestingly, a recent technical report has identified CD36 as a ligand for human CD1 tetramers^28^. While the physiological relevance of this observation remains unexplored, the authors suggest that CD36 could play a role in the pathways of lipid loading into CD1 molecules. Our data further support a CD1d-CD36 axis by which CD1d could in turn modulate the internalization of CD36 and consequently control lipid uptake. It is worth noting that a similar function could be also relevant to other CD1 family members expressed in human cells, such as CD1b or CD1c, as tetramers from these molecules have also been shown to bind CD36 in human monocytes^28^. CD1d molecules have a short intracellular tail which has been shown to control their intracellular trafficking and rate of internalization in steady state^38,39^. However, our data indicate that the regulation of CD36-mediated lipid uptake is independent of the CD1d intracellular tail, as CD1d-tail mutants also modulate CD36 function. Moreover, lipid internalization can be altered by incubation of cells with an αCD1d antibody, suggesting that surface CD1d -rather than the intracellular portion- may be important for this function. The mechanism(s) by which CD1d modulates CD36-mediated lipid uptake will require further investigation, but it may comprise a variety of factors including regulation of intracellular trafficking, retention at the plasma membrane and/or competition for lipid binding.

Our data indicate that CD36 contributes to the metabolic and immune alterations of CD1d-KO macrophages as inhibition of lipid import through CD36 restores lipid uptake and TLR responses in CD1d-KO cells. CD36 integrates cell signalling and metabolic pathways such that CD36-dependent metabolic rewiring has been shown to regulate the activation and function of a variety of cells^26,27,44^. In macrophages, CD36 has been proposed to promote activation and cytokine secretion and it can also control macrophage polarization^44^. CD36 can bind a variety of lipids as well as damage-associated molecular patterns (DAMPs) including oxLDL, amyloid β proteins or glycated proteins. CD36-dependent internalization of long-chain fatty acids or oxLDL by macrophages induces a metabolic switch, that ultimately leads to pro-inflammatory cytokine secretion^44,45^. In line with these reports, we found that increased CD36-mediated lipid uptake in CD1d-KO macrophages results in increased inflammatory responses, which are restored after CD36 blocking. It is important to note that CD1d and CD36 are both expressed by a variety of hematopoietic and non-hematopoietic cells (IECs, adipocytes, hepatocytes) so it is likely that the macrophage CD1d-CD36 cross-regulation reported here may have broader physiological implications in different cell types, tissues and disease contexts. One of such cases, could be in tumour progression. Surface CD1d expression is lost or downregulated in the majority of solid tumours and in some cancers -such as multiple myeloma- CD1d downregulation correlates with increased metastatic potential and disease progression^46^. Whilst it is likely that alteration of CD1d expression will in turn enable tumour escape from NKT cell-mediated immunosurveillance, it is also possible that altered expression of CD1d contributes to metabolic alterations in tumour cells by regulating CD36 functions. In line with this, metastasis-initiating cells have been described to express high levels of CD36, and their metastatic potential can be blocked with αCD36 neutralising antibodies^31^. Moreover, CD36-mediated metabolic rewiring of breast cancer cells has been shown to promote resistance to therapy^26^. Thus, it is tempting to speculate that CD1d-dependent regulation of CD36 functions in cancer cells could contribute to modulate their survival, proliferation and/or metastatic potential and consequently influence disease progression and response to treatment.

Analyses of upstream regulators of the transcriptional programme of CD1d-KO cells revealed a specific down-regulation of the transcription factor PPARδ. PPARδ is a lipid-activated nuclear receptor which has critical functions in the regulation of lipid homoeostasis and has been proposed to play an anti-inflammatory role in immunity^33^. In macrophages, PPARδ regulates M2 polarization^47,48^, and myeloid-deletion of *Ppard* causes increased inflammation in adipose tissue in response to high-fat diet^47^. Conversely, PPARδ agonists dampen inflammatory responses in models of dermal wound healing or intestinal inflammation^49,50^. In human monocytes, activation of PPARδ with the agonist L165,041 shows immune-suppressive effects, inducing the repression of inflammation-associated NFκB and STAT1 target genes^34^. In keeping with these data, activation of PPARδ in CD1d-KO cells restores immune responses, suggesting that PPARδ function contributes to the CD1d-dependent regulation of immunity. PPARδ is ubiquitously expressed and its function is known to be regulated in a ligand-dependent manner. Different molecules have been proposed as natural ligands for PPARδ including unsaturated fatty acids, saturated fatty acids, eicosanoids and very low-density lipoprotein-derived fatty acids^51,52^. Interestingly, CD1d-dependent alterations in lipid uptake are sufficient to induce a down-regulation of *Ppard* expression, suggesting that differential uptake/accumulation of lipids in CD1d-deficient cells (or in response to CD1d-blockage) may be sufficient to alter *Ppard* expression (and possibly its function), consequently controlling immune responses.

The role of CD1d in the regulation of lipid metabolism described here, can have broad implications for metabolic diseases including obesity or atherosclerosis. While the role of CD1d/NKT cells in obesity and metabolic disorders remains unclear, some studies have found that CD1d-KO mice fed a high-fat diet have increased steatosis and impaired hepatic glucose tolerance^53,54^. Moreover, the macrophage population is altered in the adipose tissue of CD1d-KO mice with an increase on M1-CD11c^+^ and iNOS^+^ macrophages in CD1d-deficient animals in steady state conditions^55^. Since CD1d-KO mice lack NKT cells, it is not possible to differentiate the contribution of CD1d itself vs. NKT cells in these phenotypes. However, some of the metabolic alterations found in CD1d-KO mice were not recapitulated (or found to be milder) in Jα18-KO mice (lacking invariant NKT cells)^54^, suggesting a role for CD1d in metabolic regulation which may happen independently of iNKT cells.

In conclusion, we define a previously unrecognised function for CD1d in the regulation of lipid metabolism in macrophages which in turn controls responses to innate signals. This function is cell-intrinsic and independent of CD1d’s role in the regulation of T cell immunity. Given the broad cellular expression of CD1d, the metabolic function described here will have wide implications for immune regulation in homoeostasis as well as in metabolic, infectious and autoimmune diseases.

## Methods

### Mice and cell lines

CD1d-KO (B6.129S6-Del(3Cd1d2-Cd1d1)1Sbp/J and CD1d^flox^ x PGK^Cre^), WT C57BL/6, congenic CD45.1 or CD45.1/CD45.2 WT C57BL/6 mice were bred and maintained in individually ventilated cages under specific pathogen-free conditions at the Francis Crick Institute or King’s College London. All mice were housed under a 12-h light/12-h dark cycle with ad libitum access to food and water, at a temperature of 19–21 °C and humidity of 45–65%. Age- and sex-matched mice between 8 and 16 weeks of age were used in the experiments. All animal experiments were approved by the Francis Crick Institute and the King’s College London’s Animal Welfare and Ethical Review Body and the United Kingdom Home Office.

HEK293T and RAW264.7 cells were obtained from The Francis Crick Institute Cell Services and maintained in complete DMEM media (Gibco; 10% FCS, 100U/ml penicillin, 100 μg/ml streptomycin, 14.3 μM β-Mercaptoethanol).

### Generation of BMDCs and isolation of pMacs

Bone marrow cells were flushed from the femurs and tibias with cold PBS, filtered through a 45 μm strainer, pelleted by centrifugation and resuspended in complete RPMI media (Gibco; 10% FCS, 100 U/ml penicillin, 100 μg/ml streptomycin, 14.3 μM β-Mercaptoethanol) supplemented with 20 ng/ml of GM-CSF (Biolegend). Medium was changed at days 3 and 4 of culture and cells were harvested on day 6. For stimulation experiments, CD11c^+^ cells were enriched by positive selection with CD11c magnetic beads (CD11c MicroBeads UltraPure, Miltenyi).

To isolate pMacs, mice were sacrificed using CO_2_ and 4 ml of ice-cold PBS injected into the peritoneal cavity. The peritoneal cavity was briefly massaged and cells recovered using a 10 ml syringe. For stimulation experiments pMacs were enriched by positive selection with F4/80 magnetic beads (Anti-F4/80 MicroBeads UltraPure, Miltenyi).

### Flow cytometry

Flow cytometry staining were performed in FACS buffer (PBS 1% BSA, 1% FCS) using the following anti-mouse antibodies from Biolegend unless specified otherwise (at a dilution of 1:200): CD1d (1B1), CD11b (M1/70), CD11c (N418), CCR7 (4B12), CD45.1 (A20), CD45.2 (104), CD24 (M1/69), CD40 (3/23), CD117 (2B8), CD86 (GL-1), TLR4 (SA15-21), MHC-I (AF6-88.5, BD Biosciences), MHC-II (M5/114.15.2), CD36 (HM36), MSR1 (1F8C33), CD80 (16-10A1), CD69 (H1.2 F). Dead cells were excluded from the analyses by staining with DAPI or Zombie fixable viability dye (Biolegend). Flow cytometry data were collected on an LSR-II or LSRFortessa (both from BD Biosciences) using FACSDiva Software and were analysed with FlowJo software (TreeStar).

Cholesterol staining with Filipin III was performed using Cholesterol Assay Kit (Abcam) and lipid staining was performed using Nile Red (ThermoFisher) according to the manufacturer’s instructions. For CD36 internalization, pMACs were treated with 2 μg/ml αCD1d (19G11, InVivoMab) or isotype control for 1 h, prior to stimulation with 250 μg/ml oxLDL (ThermoFisher) for a further 1 h.

### Generation of bone-marrow chimeras and in vivo models of disease

To generate bone-marrow chimeras, lethally irradiated recipient mice (CD45.1^+^CD45.2^+^) were adoptively transferred with bone marrow from WT (CD45.1^+^) and CD1d-KO (CD45.2^+^) donor mice mixed in a 50:50 ratio. Six weeks post transfer, pMacs were purified by cell sorting (with a FACSAria II; BD Biosciences) on the basis of congenic marker expression as CD11b^+^F4/80^+^CD45.1^+^ or CD11b^+^F4/80^+^CD45.2^+^ cells and used for further experiments.

For in vivo models of disease, WT mice were intraperitoneally (i.p.) injected with 200 μl of clodronate liposomes (Liposoma) and 3 days later were adoptively transferred with 3 × 10^6^ WT or CD1d-KO BMDCs. Mice were injected i.p. with 40 mg/kg of SSO or vehicle control 4 h prior to LPS or *E. coli* injection. For induction of LPS-induced inflammation, mice were injected i.p. with 5 μg/g of LPS or vehicle control. Mice were bled via tail prick immediately prior to LPS injection and 4 h post injection. Temperature was measured using a rectal probe at the same time-points. For induction of peritonitis, mice were injected i.p. with 10^4^ colony forming units (CFUs) of live *E. coli* (DH5α). Mice were bled via tail prick 18 h post *E. coli* injection and organs were collected and plated for CFU counts.

### Stimulation and pharmacological modulation of BMDCs, pMacs and RAW264.7 cells

50,000–100,000 pMACs or 100,000 BMDCs or RAW264.7 cells were plated in 100 μl complete media in 96 well plates. Cells were stimulated with the TLR ligands LPS (derived from *Escherichia coli K12*; LPS-EK, Invivogen), PolyI:C (Sigma), CpG (class C ODN 2395, Miltenyi) or alive *E. coli* (DH5α) at the indicated concentrations. Where stated, cells were cultured overnight with 25 μM SSO (Abcam), 5 μg/ml CD36 blocking antibody (JC63.1, Abcam), 2 μg/ml αCD1d (19G11, InVivoMab) or isotype control, or 10 μM L165,041 (Tocris) prior to stimulation. BMDCs were also stimulated for 6 h with 0.1 ng/ml IFN-β (Biolegend), 0.05 ng/ml TNF-α (Biolegend) or 20 ng/ml IFN-γ (Biolegend). Cytokines were measured in the supernatant of the culture by cytometric bead array (LEGENDplex™ Mouse Inflammation Panel, Biolegend) and mRNA was measured by qPCR.

### Western-blot

To analyse protein phosphorylation, 3–5 million BMDCs or 2 million pMacs were stimulated with LPS or poly I:C as indicated and cells lysed in lysis buffer (150 mM NaCl, 50 mM TrisHCl pH8.0, 0.1% SDS, 0.5% Sodium Deoxycholate, 1% Triton) supplemented with protease (cOmplete, Sigma) and phosphatase (PhosSTOP, Sigma) inhibitors. Samples were resolved by SDS-PAGE and proteins transferred to PVDF membranes. The following antibodies were used for western blot (all from Cell Signalling unless specified otherwise): β-actin (1:3000, 8H10D10), ERK (1:1000, L34F12), p-ERK (1:1000, 9101), p38 (1:1000, D13E1), p-p38 (1:1000, 28B10), p65 (1:1000, D14E12), p-p65 (1:1000, 93H1), CD36 (1:1000, PA5-33291, ThermoFisher), anti-mouse IgG (1:3000, Poly4053, Biolegend), anti-rabbit IgG (1:3000, sc-2955, Santa Cruz Biotechnology), PPARδ (1:500, ab23673, Abcam). Membranes were imaged in an Amersham Imager 600 and band intensity quantified with Fiji (ImageJ).

### qPCR

RNA extraction was performed using RNeasy Mini Kit (Qiagen). cDNA was synthesised with iScript Select cDNA Synthesis Kit (Bio-Rad) and gene expression was determined with iTaq Universal SyBR Green Supermix (Bio-Rad) and the primers included in Supplementary Table 1. Reactions were run in a real-time PCR system (ABI7900HT; Applied Biosystems).

### Lipidomics

pMacs were isolated from WT and CD1d-KO mice with F4/80 magnetic beads, counted, pelleted and flash-frozen before lipid extraction. Samples were spiked with 10 μl splash mix (Avanti) prior to lipid extraction. Lipids were extracted by adding a 2.5 ml solvent mixture (1 M acetic acid/isopropanol/hexane; 2:20:30, v/v/v) to 1 ml cells followed by 2.5 ml hexane. Tubes were centrifuged (500 g for 5 min at 4 °C) to recover lipids in the upper hexane layer (aqueous phase). Aqueous samples were re-extracted as above by addition of 2.5 ml hexane, and upper layers were combined. Lipid extraction from the lower aqueous layer was then completed according to the Bligh and Dyer technique. Specifically, 3.75 ml of a 2:1 ratio of methanol:chloroform was added followed by vortexing. Subsequent additions of 1.25 ml chloroform and 1.25 ml water were followed with a vortexing step, and the lower layer was recovered following centrifugation as above and combined with the upper layers from the first stage of extraction. Solvent was dried under vacuum and lipid extract was reconstituted in 100 μl HPLC grade methanol. LC-MS/MS for free cholesterol and cholesterol esters was performed on a Nexera liquid chromatography system (Shimadzu) coupled to an API 4000 qTrap mass spectrometer (Sciex). Liquid chromatography was performed at 40 °C using a Hypersil Gold C18 (Thermo Fisher Scientific) reversed phase column (100 × 2.1 mm, 1.9 μm) at a flow rate of 0.4 mL/min over 11 min. Mobile phase A was (water/solvent B 95/5; v/v and 4 mM ammonium acetate) and mobile phase B was acetonitrile/isopropanol (60/40; v/v and 4 mM ammonium acetate). The following linear gradient for B was applied: 90% for 1 min, 90–100% from 1 to 5 min and held at 100% for 3 min followed by 3 min at initial condition for column re-equilibration. Free cholesterol and CEs were analysed in MRM mode monitoring the parent to daughter transitions of 12 CEs and free cholesterol. Cholesterol and CEs were quantified using an external calibration with the following standards: Cholesterol and Cholersterol-d7, CE(14:0), CE(16:0), CE(18:0), CE(18:1), CE(20:4), CE(22:6) and CE(18:1-d7). Inclusion criteria for chromatographic peaks were those with a signal to noise ratio of at least 5:1 and at least 7 points across the peak.

### Lipid uptake

DiI-acLDL uptake was measured as described^4^. In brief, cells were plated in lipid-free medium in the presence or absence of 25 μM SSO (for 4 h), 2 μg/ml αCD1d or isotype control (for 1 h), or 10 μM L165,041 (overnight) prior to the addition of 5 μg/ml of DiI-acLDL (Invitrogen) for a further 2 h. Cells were washed and counted and 1.5×10^5 cells per sample were lysed in RIPA Buffer. 20 μL of lysate was transferred to dark-walled, clear bottom 384 well dish and fluorescence intensity was measured with an EnSight Mulitmode Microplate Reader (PerkinElmer).

### Constructs and transfections

The plasmid containing mouse CD36 (pCMV3-HA) was purchased from SinoBiological. Mouse CD1d (containing a FLAG-tag in the C-terminus) was cloned into a pCMS28 vector (kindly donated by Dr Monica Agromayor, King’s College London). Tail deleted and Tyr^332^ → Ala (Y332A) CD1d mutants (CD1d-TD and CD1d-Y, respectively) were generated by site directed mutagenesis using the Q5 Site-Directed Mutagenesis Kit (New England Biolabs) according to the manufacturer’s instructions. HEK293T cells were transfected with CD36 and/or CD1d (WT, TD or Y) plasmids, using polyethylenimine following standard techniques and cells were harvested for analyses 48 h after transfection.

### Microscopy

For confocal microscopy stainings for CD1d and CD36, BMDCs were immobilised onto coverslips by cytospin centrifugation, fixed with 4% paraformaldehyde, and stained with anti CD1d (1:100, 1B1, Biolegend) and anti-CD36 (1:100, EPR6573, Abcam) followed by anti-rat-Alexa555 and anti-rabbit-Alexa 647 secondary antibodies (1:500). Nuclei were stained with DAPI.

For lipid raft staining, pMacs were plated on glass cover slips and left to adhere for 2 h. Cells were washed once with PBS, and lipid rafts stained according to manufacturer’s instructions using the Vybrant Lipid Raft Labeling Kit (Invitrogen). Briefly, cells were incubated for 10 min with Alexa488-conjugated cholera toxin subunit B (CTB) at 4 °C, followed by cross-linking with an anti-CTB antibody for 15 min at 4 °C. Cells were washed twice in cold PBS and fixed with 4% paraformaldehyde for 15 min.

Proximity ligation assays (PLA) were performed using DuoLink In Situ Detection Reagents Orange (Sigma) according to manufacturer’s recommendations using primary mouse anti-CD1d (K253, Biolegend, 1:100) and rabbit anti-CD36 antibodies (EPR6573, Abcam, 1:100).

Images were acquired using an inverted Zeiss LSM 710 microscope. At least 6 different images per experiment were analysed within Fiji (ImageJ).

### RNA sequencing

RNA was extracted from pMacs isolated from 4 WT and 4 CD1d-KO mice using the RNAeasy micro kit (Qiagen) following the manufacturer’s instructions. RNA sequencing was performed as described^56^. Briefly, libraries were created using a polyA KAPA mRNA HyperPrep kit (Roche). Libraries were barcoded and run on an Illumina HiSeq 2500 system generating 25 million single end 75 bp reads per sample. Fastq files were trimmed using Cutadapt (version 1.9.1) with a quality threshold of 10 before being aligned to and quantified against ensemble GRCm38 release 86 of the mouse genome with RSEM (version 1.3.0)/STAR(version 2.5.2a).

The raw counts were then imported into R/Bioconductor (version 3.6.0). DESeq2 (version 1.24.0) was used to estimate different size factors between samples, and a model (covariates being genotype and replicate id) was used to find genes that were differentially expressed (Fold-change > 1.5, false discovery threshold of <0.01) between genotypes. Gene ontology analysis were performed using PANTHER analysis tools^57,58^.

### Statistical analyses

Statistical analyses were performed using Prism software (GraphPad). Unless specified otherwise, *n* represents the number of individual mice analysed in each experiment. Statistical significance was determined using paired or unpaired two-tailed student’s *t*-test, one-sample *t*-test, 1 or 2-way ANOVA or Mann-Whitney test as specified in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Sequencing data associated with this paper has been submitted to NCBI’s GEO repository under the accession number GSE215837. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: CD1d-dependent rewiring of lipid metabolism in macrophages regulates innate immune responses
**Source:** Nat Commun. 2022 Nov 7;13:6723. doi: 10.1038/s41467-022-34532-x
**Supplement:** Supplementary file 3 — Reporting Summary

Last updated by author(s): 2022/10/27

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Flow cytometry: FACSDiva  
Western-blot: Membranes were imaged in an Amersham Imager 600  
Real-time PCR system: ABI7900HT (Applied Biosystems)  
LC-MS/MS for free cholesterol and cholesterol esters was performed on a Nexera liquid chromatography system (Shimadzu) coupled to an API 4000 qTrap mass spectrometer (Sciex).  
Fluorescent lipid uptake was measured in an EnSight Multitmode Microplate Reader (PerkinElmer)  
Confocal microscopy: ZeissUprightLSM710  
RNAsequencing: Illumina HiSeq 2500

#### Data analysis

General analyses: FlowJo (BD, version 10.3) to analyze FACS data (<https://www.flowjo.com/solutions/flowjo/downloads>); Statistical analyses were performed using Prism Graphpad (version 9.1.0) (<https://www.graphpad.com/scientific-software/prism/>); Fiji/ImageJ (version:2.1.0/153c; <https://imagej.net/software/fiji/>) was used for image analyses.  
RNAseq analyses: Fastq files were trimmed using Cutadapt (version 1.9.1) before being aligned to and quantified against ensemble GRCm38 release 86 of the mouse genome ([http://www.ensembl.org/Mus\\_musculus/Info/Index](http://www.ensembl.org/Mus_musculus/Info/Index)) with RSEM (version 1.3.0)/STAR(version 2.5.2a).  
The raw counts were then imported into R/Bioconductor (version 3.6.0). DESeq2 (version 1.24.0) was used to estimate different size factors between samples. PANTHER (<http://www.pantherdb.org>) was used for pathway analyses

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequencing data associated with this paper has been submitted to NCBI's GEO repository under the accession number GSE215837. Source data are provided with this paper. Mouse genome GRCh38: [http://www.ensembl.org/Mus\\_musculus/Info/Index](http://www.ensembl.org/Mus_musculus/Info/Index)

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No sample-size calculation was performed for in vivo or in vitro experiments. Sample size was determined on the basis of prior knowledge of variability of similar experiments in our laboratory as well as previous studies: Blanc et al, PLOS Biol 2011; York et al, Cell 2015; Yue et al, PNAS 2005; Saez de Guinoa et al, EMBO reports 2017; Cui et al, Sci Adv 2020; Li et al, Cell Research 2019; Kozicky & Sly, Methods Mol Biol 2019.

Data exclusions

No data were excluded

Replication

All experiments were repeated at least twice yielding similar results.

Randomization

Mice chosen for in vivo analyses were not random and experimental groups were matched for age and gender. Experimental samples of different experimental groups/conditions were processed and analyzed side by side with their respective control samples.  
For some studies (e.g., ELISA, Western blots, stimulations), conditions/treatments were sometimes performed in different well placements

Blinding

Investigators were not blinded during experiments because no subjective process is included in all the analyses of the experimental data in this study

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

All antibodies, clones, providers and dilutions are included in the methods section. Catalogue number for specific antibodies are labeled with #.

Flow cytometry: the following anti-mouse antibodies were used (all from Biolegend unless specified otherwise, all used at 1:200 dilution): CD1d (1B1, #123510), CD11b (M1/70, #101226), CD11c (N418, #B202912), CCR7 (4B12, #120105), CD45.1 (A20, #110732), CD45.2 (104, #109806), CD24 (M1/69, #101824), CD40 (3/23, #124621), CD117 (2B8, #105811), CD80 (16-10A1, #104734), CD86 (GL-1, #105027), TLR4 (SA15-21, #145403), MHC-I (AF6-88.5, BD Biosciences, # 15807288), MHC-II (M5/114.15.2, #107605), CD69 (H1.2F, #104505), CD36 (HM36, #102612), MSR1 (1F8C33, #154710).

Western-blot: The following antibodies were used for western blot (all from Cell Signalling unless specified otherwise): b-actin (8H10D10, 1:3000, #3700S), ERK (L34F12, 1:1000, #4696S), p-ERK (9101, 1:1000, #9101S), p38 (D13E1, 1:1000, #8690S), p-p38 (28B10, 1:1000, #9216S), p65 (D14E12, 1:1000, #8242S), p-p65 (93H1, 1:1000, #3033S), CD36 (PA5-33291, ThermoFisher, 1:1000, #PA5-33291), anti-mouse IgG (Poly4053, Biolegend, 1:3000, #405301), anti-rabbit IgG (sc-2955, Santa Cruz Biotechnology, 1:3000, #sc-2357), PPARd (ab23673, Abcam, 1:500, #ab23673).

Blocking: CD1d (19G11, InVivoMab, #BE0000, 2ug/ml), CD36 (JC63.1, Abcam, #ab23680, 5ug/ml)

Microscopy: CD1d (1B1, Biolegend, #123521, 1:100), CD36 (EPR6573, Abcam, #ab133625, 1:100)

PLA: CD1d (K253, Biolegend, #140805, 1:100), CD36 (EPR6573, Abcam, #ab133625, 1:100)

## Validation

All antibodies are commercially available and have been validated by the manufacturer and have been widely cited. Validation data / citations can be found on the manufacture website by searching the antibody catalog number provided above

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

RAW264.7 and HEK293T cells were obtained from the Francis Crick Institute Cell Services Facility and were originally purchased from the ATCC: HEK293T – ATCC catalogue number CRL-3216; Raw 264.7 – ATCC catalogue number TIB-71

## Authentication

No authentication was performed

## Mycoplasma contamination

Cell lines tested negative for mycoplasma

Commonly misidentified lines  
(See [ICLAC](#) register)

No misidentified cell lines were used in this study

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

CD1d-KO (B6.129S6-Del(3Cd1d2-Cd1d1)1Sbp/J and CD1d<sup>flox</sup> x PGKCre), WT C57BL/6, congenic CD45.1 or CD45.1/CD45.2 WT C57BL/6 mice were bred and maintained in individually ventilated cages under specific pathogen-free conditions at the Francis Crick Institute or King's College London. All mice were housed under a 12-hour light/12-hour dark cycle with ad libitum access to food and water, at a temperature of 19-21°C and humidity of 45-65%. Age- and sex-matched mice between 8 and 16 weeks of age were used in the experiments.

## Wild animals

The study did not involve wild animals.

## Reporting on sex

Male and female mice were used

## Field-collected samples

No field collected samples were used in the study

## Ethics oversight

All animal experiments were approved by the Francis Crick Institute and the King's College London's Animal Welfare and Ethical Review Body and the United Kingdom Home Office.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Sample preparation is described in the methods.

Instrument

LSR-II or LSRFortessa for data acquisition or FACS Aria II for sorting

Software

Flowjo

Cell population abundance

Peritoneal macrophages were sorted from chimeric mice. Purity after sorting >95%. Example data is included in Sup Fig 1

Gating strategy

FMO (fluorescence minus one) and unstained controls are included for each experiment. Examples of gating strategies are included in Sup Fig 1a and 1d

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

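Polyadenylated RNA of pMacs from 4 WT and 4 CD1d-KO mice was sequenced by the authors as single-end reads, 1 library per mouse. The authors trimmed the reads with Cutadapt, aligned them with STAR and quantified them with RSEM against the Ensembl annotation of GRCm38. The paper's text does not name the strand setting. The expected counts, as deposited by the authors for 48795 genes per library, are the numbers of reads that RSEM assigned to each gene after trimming and alignment, and they are not normalized. The TPM values, as deposited by the authors, were made by RSEM from the same reads by scaling for gene length and depth. The totals per library ran from 13698864 to 19059432 expected counts. In 27.88% to 29.86% of the genes with a count above 0, the expected count was not a whole number, as it is when reads are divided among genes. Intervals and floors cover counting error only, and a group at or under 3 counts was treated as at the floor.

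Genotype and replicate number were taken from the library labels. The labels give replicates 1, 2, 3 and 5 for each genotype, and the paper's model names genotype and replicate id as covariates, so the replicate number was used as a block. The pairing was checked on log2 CPM values after removing the mean of each genotype. WT and CD1d-KO libraries with the same number correlated across genes with 0.487, 0.387, 0.505 and 0.207 for numbers 1, 2, 3 and 5. The highest correlation of the same WT libraries with a CD1d-KO library of another number was -0.0148, 0.0254, 0.0586 and 0.220, so numbers 1, 2 and 3 stood out and number 5 did not. Genes are not independent replicates in these correlations. No library was a copy of another: over the 28 pairs of libraries the smallest chi-square per degree of freedom was 14.6. The library labelled CD1d-KO replicate 1 holds *Cd1d1* counts at a level near those of WT libraries, and it was kept under its label. Each direction given between the genotypes includes it unless stated.

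Counts were rounded, filtered with filterByExpr and normalized with TMM in edgeR 4.0.16 (R 4.3.3), which left 13040 genes. The quasi-likelihood test of edgeR at the default settings of that version was fitted with replicate number and genotype, and p-values were adjusted by the Benjamini-Hochberg method. The standard error of an edgeR fold change was taken as the absolute log2 fold change divided by the square root of the F statistic. Genes were called at an adjusted p under 0.01 and a fold change above 1.5, the thresholds of the paper. DESeq2 1.42.0 with the paper's covariates was an alternative. Genes were annotated with GENCODE M21 by gene ID, and coordinates are on GRCm38. The genes named are those the paper names for the RNAseq or measures with other assays, *Cd1d2*, the members of the lists, and up to 5 genes in each direction with the largest change among called genes that moved the same way in all 4 pairs and had a mean normalized count of at least 50. *Rps3a1* and *Tpm3* were added after the values were seen. Copies were compared with blastn 2.17.0.

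Lists of genes were tested with camera (limma 3.58.1, correlation 0.01) on the same model, with fry and with camera at an estimated correlation as alternatives. A first family held 6 lists: cholesterol synthesis enzymes, other SREBP-2 targets, LXR targets, PPARδ targets, interferon-stimulated genes and integrated stress response genes. A second family held 9 lists of marker genes: B cells, T and NK cells, mast cells, neutrophils, eosinophils, adipocytes, mesothelial cells, small peritoneal macrophages with dendritic cells, and large peritoneal macrophages. Genes within 10 Mb of *Cd1d1* were compared with all other tested genes by Fisher's exact test, because the name B6.129S6 of the CD1d-KO strain points to a mixed origin, and DNA that flanks the deletion can differ from that of WT mice. Sex-linked genes were read per mouse. The heat map of Fig. 3a was recomputed from log2 CPM values with a prior count of 2.

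The comparisons, tests, lists, rule for naming genes and most alternatives were set before the data were examined. The alternatives were DESeq2 with and without its filtering, limma-trend on log2(TPM + 1), size factors of DESeq2 and upper quartile factors in edgeR, no filter on counts, at least 10 counts in every mouse, no replicate block, an adjusted p under 0.05, no fold change threshold, unrounded counts, each replicate left out in turn, each mouse left out in turn without the block, a loess correction for gene length and GC content (known for 12997 of the 13040 genes), windows of 5 Mb and 25 Mb around *Cd1d1*, and other transformations for the heat map. Further alternatives were added after seeing the data: more settings of DESeq2, the bias-adjusted form of the quasi-likelihood fit, the cholesterol enzymes without those near *Cd1d1*, and other thresholds for the genes near *Cd1d1*.

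The fits were tested on simulated data with the means and library sizes of these libraries, in which 200 genes were changed. Each gene was drawn independently of the others, at the trended dispersion (that of genes of like level). The simulation therefore does not test correlated genes or genes with a dispersion of their own. Power, false calls and list p-values in the real data can differ from those given here. edgeR tested 12790 genes and recovered 164 of the 200 (82%), with 70 of 100 genes changed by a log2 fold change of 1, 94 of 100 genes changed by 2, and 0 false calls. DESeq2 recovered 159, limma-trend 162, and edgeR without the replicate block 84. A list of 16 genes lowered by 0.6 on the log2 scale gave a median of -0.60 with a camera p of 1.03e-30 and a fry p of 5.6e-05, and the smallest camera p of 5 unchanged lists was 0.173.

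Gene ontology enrichment and the TRRUST database were not used here, and the qPCR, flow cytometry, lipid and protein measurements of the paper were not analysed here. *Scd5* and *Pxdr1* are absent from the annotation, and *Plin1*, *Ifnb1* and *Mcam* had too few counts to be tested.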

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

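Apart from the test for a library far from the others, all tests of this part were chosen only after the result was seen.

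In the library labelled CD1d-KO replicate 1, *Cd1d1* had a normalized count of 60.6, against 0 to 1.14 in the other 3 CD1d-KO libraries, and was set apart from them by a test for a single distant value. The count was 50.4% of the WT mean and 88.9% of the count of WT replicate 1. *Tpm3-rs7* in the same library was also far from the others, at 1991 normalized counts against 4677 to 5059. A WT library under this label is argued against by *Rps3a3*, which had 2067 normalized counts in it and at most 30.5 in a WT library. An intact *Cd1d1* in part of the chromosomes or cells may be the source, and the test run leaves it open. For the 20 genes within 10 Mb of *Cd1d1*, itself left out, that differed in the other 3 pairs (unadjusted p under 0.01 and a fold change above 1.5), the library lay at a median of 0.584 (quartiles 0.113 to 0.876) between its WT partner (0) and the fold change of those pairs (1). The 168 genes farther away that were chosen in the same way gave 0.800, so choosing genes by the other pairs can itself lower the value. For CD1d-KO replicates 2, 3 and 5, the genes farther away gave medians of 0.108, 0.477 and 0.762. The genes near *Cd1d1* gave 1.13, 1.14 and 1.17, so this lowering was not seen for near genes there. The other pairs of those libraries include the library in question, so these values leave the source open. The share of *Rps3a1* in the summed counts of its copies was 55.2% in the library labelled CD1d-KO replicate 1, 98.1% to 99% in WT libraries and 22.5% to 24.0% in CD1d-KO replicates 2, 3 and 5. The share of *Tpm3* in its sum with *Tpm3-rs7* was 70.2%, 98.5% to 98.8% and 40.6% to 41.9% in the same order. A heterozygous mouse, a mixture of cells or RNA from both genotypes, and a mouse of the other CD1d-KO line named in the methods stay open, and no value here separates them. The library was kept under its label, and no direction in this part was drawn without it unless stated.

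A log2 fold change of 7.60 for *Rps3a3*, 5.16 for *Rps3a2* and 5.25 for *Tpm3-rs7* is a signal in genes that the paper does not discuss. WT libraries had at most 30.5, 172 and 122 normalized counts of these genes, and CD1d-KO libraries at least 2067, 3055 and 1991. Reads shared between near-identical copies may account for it. *Rps3a1*, the copy close to *Cd1d1*, moved the other way, with 10411 ± 938 normalized counts in WT and 3641 ± 1827 in CD1d-KO pMacs (SD, n = 4), and *Tpm3* had 7502 ± 786 and 3693 ± 696. The summed counts of *Rps3a1*, *Rps3a2* and *Rps3a3* differed between the genotypes by a log2 ratio of only 0.15 (0.154, SD 0.08 over 4 pairs), and those of *Tpm3* and *Tpm3-rs7* by 0.03 (0.0349, SD 0.06). DNA around *Cd1d1* from the strain in which the deletion was made (the paper gives B6.129S6) that differs from the reference in *Rps3a1* and *Tpm3* could move their reads to the copies. This is a hypothesis, since the bases of the reads were not analysed here. A rise of the copies alone would raise the summed counts, so the small log2 ratios of 0.15 and 0.03 argue against it as the whole cause. A rise of the copies with a matching fall of *Rps3a1* and *Tpm3* was not tested and stays open.

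*Wdfy1* had a log2 fold change of 1.32, in a gene that the paper does not discuss. WT libraries had at most 339 normalized counts and CD1d-KO libraries at least 635. It lies on chromosome 1, away from *Cd1d1*, and among the genes called by DESeq2 more than 10 Mb from *Cd1d1* it belongs to the densest group, with 4 calls among 30 neighbouring tested genes (*Wdfy1*, *Gm15433*, *C130026I21Rik* and *Gm7609*, from 79702262 to 85270566). Another block of DNA from that strain might produce such a group, but a group this dense arose by chance with a permutation p of 0.159 (10000 permutations), which leaves the question open. An effect of the genotype on *Wdfy1* stays open as well.

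In 5 further groups of 4 libraries, 1 library lay far from the other 3. *Sgms1* had 1106 normalized counts in CD1d-KO replicate 3 and 1394 to 1420 in the others, and *Cd80* had 286 in CD1d-KO replicate 3 and 146 to 162 in the others. In WT replicate 3, *Trib3* had 841 (125 to 178 in the others) and *Rps3a1* 11816 (9905 to 10009 in the others). In WT replicate 1, *Cd36* had 26086 (17885 to 19079 in the others). In all, 7 of 90 groups held such a library, and chance gives 4.5. Some of these distant values go with the replicate number, which the model holds as a block. *Trib3* was highest in replicate 3 of both genotypes (1319 in CD1d-KO), *Cd80* was too (192.3 in WT), and *Sgms1* was lowest in replicate 3 of both (1423 in WT). *Cd36* was highest in replicate 1 of both, but in CD1d-KO by little (17126 against 17067 in replicate 2). *Rps3a1* alone did not follow the number. The summed counts of *Rps3a1*, *Rps3a2* and *Rps3a3* did, and were highest in replicate 3 of both genotypes (11979 in WT and 13742 in CD1d-KO). The labels do not say what the replicate numbers stand for, and neither a technical nor a biological explanation was tested for these 5.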

How the results depend on the processing

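The tests under the alternatives named as added after seeing the data were chosen only after the result was seen.

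The number of differentially expressed genes depended on the processing. Against 5 genes (5 up, 0 down with 653 down at an unadjusted p under 0.05, 3 protein-coding), DESeq2 with the paper's model gave 106 (71 up, 35 down, 93 protein-coding), and without its independent and Cook's filtering 88 (61 up, 27 down, 76 protein-coding). No filter except a count above 0 in 1 mouse gave 236 (175 up, 61 down, 195 protein-coding), and an adjusted p under 0.05 gave 48 (33 up, 15 down, 42 protein-coding). Limma-trend on log2(TPM + 1) and the fit with no replicate block each gave 3 (3 up, 0 down, 1 protein-coding, with 466 and 151 genes down at an unadjusted p under 0.05). The cause was not tested. DESeq2 size factors, upper quartile factors, at least 10 counts in every mouse, unrounded counts and no fold change threshold gave 5 or 6 genes, which included 5 of the 5 genes except under at least 10 counts in every mouse, which had 4 of them. Across the 4 fits that each left out one replicate, the number ran from 3 to 22 genes (3 to 20 up, 0 to 3 down, 1 to 14 protein-coding), and the highest number came without replicate 2. The number down was 3 without replicate 1, 2 without replicate 2 and 0 without replicate 3 or 5 (438 and 434 genes down at an unadjusted p under 0.05). With each mouse left out in turn from the fit with no replicate block, 3 genes were called except without the library labelled CD1d-KO replicate 1 (5) and without CD1d-KO replicate 2 (6).

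Further settings were chosen after seeing the data. The bias-adjusted form of the quasi-likelihood fit of edgeR gave 6 genes (6 up, 3 protein-coding), and with no filter on counts it gave 8 (7 up, 1 down, 4 protein-coding) in place of 236. Each time 5 of the 5 genes were among them, so the 236 genes depended on the form of the fit as well as on the filter. DESeq2 with filtering set for an adjusted p of 0.01 gave 103 genes, with no replicate block 20, with no replicate block and no filtering 19, and with one replicate left out from 44 (without replicate 1) to 203 (without replicate 2), with 54 without replicate 5. It called 4 of the 16 cholesterol synthesis enzymes with all pairs and 0 to 2 with one replicate left out.

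*Cd1d1* passed the threshold under DESeq2 with all pairs and the block (log2 fold change -6.35, with and without filtering) and under edgeR with no filter on counts (-3.42). Across the edgeR fits that left out one replicate its fitted log2 fold change ran from -7.27 (without replicate 1, where it passed) to -2.81. DESeq2 did not call it with any replicate left out, replicate 1 included, or with no replicate block, and the cause was not tested. Without replicate 1, DESeq2 gave an adjusted p to 5567 genes, against 10398 with all pairs. A gene without an adjusted p cannot be called, so the missing call does not show that *Cd1d1* was unchanged. CD1d-KO replicates 2, 3 and 5 are at the floor, so these fitted values depend on the prior count. Among the other genes named, 618 results under an alternative kept their direction and side of the threshold, 48 were stronger, 10 weaker and 10 reversed. *Ppara* (0.088) and *Il6* (-0.046) reversed under limma-trend on log2(TPM + 1), and *Cd86* reversed under upper quartile factors (-0.0067) and with no filter on counts (-0.0016). Across the fits that left out one replicate, log2 fold changes ran from -0.0041 to 0.11 for *Nr1h2*, -0.21 to 0.17 for *Ppara*, -0.020 to 0.052 for *Srebf1*, -0.081 to 0.093 for *Cd86* and -0.10 to 0.19 for *Il6*. Their cause was not tested.

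The cholesterol synthesis enzymes stayed lower at an adjusted p under 0.05 in all 12 alternatives (3.0e-23 to 0.0152). The interferon-stimulated genes lost the threshold under fry (0.163) and with the correlation estimated (0.180), and the other SREBP-2 targets (0.0828) and the stress response genes (0.0859) lost it with the correlation estimated. Across the fits that left out one replicate, the adjusted p of the PPARδ targets ran from 0.0112 (without replicate 3) to 0.636. The marker lists gave 48 same, 5 stronger and 7 reversed results. The mast cell list reversed with no replicate block (0.318). With one replicate left out, the adjusted p ran from 0.00250 to 0.767 for the B cell list, 0.294 to 0.972 for the mast cell list, 0.176 to 0.990 for the eosinophil list and 0.00937 to 0.767 for the small macrophage and dendritic cell list, each with a change of direction. The cause was not tested.

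The number of called genes within 10 Mb of *Cd1d1* was 0 (48 at an unadjusted p under 0.05, a threshold added after seeing the data), and 12 with DESeq2. It ran from 0 to 3 across the fits that left out one replicate, with 3 without replicate 1 (Fisher's exact test p = 1.35e-04). At an adjusted p under 0.05, also added after seeing the data, it was 8. Windows of 5 Mb and 25 Mb, no replicate block and leaving out *Cd1d1* and *Cd1d2* gave 0. Of the heat map values, 148 under an alternative stayed within the spread between pairs and 12 moved. Depth limits *Plin1*, *Cd1d2*, *Ifnb1* and *Mcam*, which could not be tested.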

Differences from the paper's values

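No significance test was run in this part.

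The paper reports 189 differentially expressed genes, and 5 were called here. DESeq2 with the paper's covariates gave 106, and without its filtering 88. Of the alternatives set before the data were examined, only no filter on counts (236) came within 1.5 times of the paper's number. DESeq2 without replicate 2 gave 203, a setting chosen after seeing the values. The bias-adjusted form of the quasi-likelihood fit with no filter on counts, also chosen after seeing the values, gave 8, so the 236 does not rest on the filter alone.

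For upregulated genes the paper gives 79 and 5 were called here. DESeq2 with the paper's covariates (71) and without its filtering (61) came within 1.5 times of the paper's number, and the other alternatives set before the data were examined did not. DESeq2 with filtering set for an adjusted p of 0.01 (70) and without replicate 3 (69) also did, and both were chosen after seeing the values.

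For downregulated genes the paper gives 110 and 0 were called here, with 653 lower at an unadjusted p under 0.05. None of the alternatives set before the data were examined came within 1.5 times of the paper's number, and the highest was 61 with no filter on counts. Of the settings chosen after seeing the values, the highest was 55, from DESeq2 without replicate 2.

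The paper's number of protein-coding genes among them is 101 and 3 were found here. DESeq2 with the paper's covariates (93) and without its filtering (76) came within 1.5 times of it, and the other alternatives set before the data were examined did not. DESeq2 with filtering set for an adjusted p of 0.01 (89) and without replicate 3 (76) also did, and both were chosen after seeing the values.

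The paper states 25 M reads per sample (M, 1e+06), and the median over the 8 libraries of the reads counted on genes was 14.4 M. These are not the same quantity, because reads that were trimmed away, not aligned or not assigned to a gene are not in the counts, and no alternative applies.

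In the heat map of Fig. 3a, the paper's source data give *Hsd17b7* in CD1d-KO pMacs as -0.0521, and the value here was -0.40. None of the alternatives set before the data were examined closed the gap, with values from -0.24 (DESeq2 rlog) to -0.46 (without replicate 2). For *Pik3cb* the paper's value is -0.196 and the value here was -0.19 (-0.185), a difference above the SD over pairs of 0.00515. None of the alternatives set before the data were examined closed it.

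The paper states that *Hmgcs1*, *Fdps*, *Cyp51*, *Idi1*, *Fdft1* and *Scd5* were downregulated and that *Plin1*, *Lpl*, *Apoc2*, *Pltp* and *Sgms1* were significantly decreased. None of these passed the thresholds with edgeR. *Cyp51*, *Idi1*, *Lpl*, *Apoc2* and *Pltp* were called by DESeq2 with the paper's covariates and by edgeR with no filter on counts. DESeq2 without its filtering called these except *Idi1*, edgeR at an adjusted p under 0.05 called *Cyp51*, *Lpl* and *Apoc2*, and edgeR without replicate 2 called *Lpl*. *Hmgcs1* (log2 fold change -0.47), *Fdps* (-0.53), *Fdft1* (-0.44) and *Sgms1* (-0.42) were lower in the edgeR fit with all pairs, under the fold change threshold, and none of the settings run called them. *Hmgcs1* (0.00218) and *Fdps* (0.00247) had an adjusted p under 0.01 from DESeq2 with the paper's covariates and missed the fold change threshold alone. With no filter on counts in edgeR this held for all 4. *Plin1* had 2 counts over the 8 libraries, and *Scd5* is absent from the annotation. Fig. 3a labels *Cd1d1*, *Alas1*, *Hsd17b7*, *Abcg1* and *Trib3* as changed, and none of these passed with edgeR. DESeq2 with the paper's covariates, with and without its filtering, called all 5, as did edgeR with no filter on counts. edgeR at an adjusted p under 0.05 called *Hsd17b7*, *Abcg1* and *Trib3*, and edgeR without replicate 1 called *Cd1d1*. The heat map of Fig. 3a shows *Cbr2*, *Egr2*, *Insig1*, *Msmo1*, *Sc5d* and *Pik3cb* as significantly changed, and none passed with edgeR. *Cbr2* was called by DESeq2 with and without its filtering and by edgeR with no filter on counts. *Egr2* was called by DESeq2 without replicate 2 and without replicate 3, settings chosen after seeing the values. None of the settings run called the other four of these genes at a fold change above 1.5, and a fit without that threshold was run for edgeR only. With DESeq2 and the paper's covariates *Insig1* (0.00193), *Sc5d* (0.00160) and *Pik3cb* (0.00229) had an adjusted p under 0.01 and missed the fold change threshold alone, while *Msmo1* had 0.0131. edgeR with no filter on counts gave an adjusted p under 0.01 to *Sc5d*, *Pik3cb* and *Msmo1* and not to *Insig1*. The volcano plot of Fig. 3a shows genes far out on its fold change axis, and the genes called by DESeq2 here had log2 fold changes from -6.35 for *Cd1d1* to 7.64 for *Rps3a3*. The paper states that terms of lipid metabolism were the only pathways that changed. With camera, the interferon-stimulated genes (median log2 fold change 0.75) and the integrated stress response genes (0.47) were higher as well, though the former did not pass 0.05 under fry (0.163) or with the correlation estimated (0.180), nor the latter with the correlation estimated (0.0859). The cholesterol synthesis enzymes passed it with the correlation estimated (0.0152).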

Other observations

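The tests of normalization, of the macrophage mix, of adipocyte RNA and of called genes near *Cd1d1* were set in advance. So was the test of splits for the number of genes called by edgeR. The marker lists, the fits and the alternatives named above as set before the data were examined were set in advance as well. All other tests in this part were chosen only after the result was seen.

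The number of genes called was compared with other splits of the 8 libraries into 4 and 4. Among the 8 splits that part all 4 pairs, 1 of the 8, the real one, gave as many genes with edgeR, and the others gave 0. DESeq2 gave as many in 1 of the 8, and 0 to 19 in the others. The smallest share that 8 splits can give is 0.125, so these counts cannot pass 0.05. The 24 splits that part 2 pairs gave up to 32 genes with edgeR, and 2 of them gave any. With the block, a pair that is not parted adds nothing to the comparison, so these 2 splits are the same fit. Both part pairs 1 and 5 by genotype, so their 32 genes come from the real comparison in these pairs and not from a wrong grouping. Without the replicate block, 1 of the 35 splits gave as many genes (3), and the others gave 0. The camera p of the cholesterol enzymes was as small in 1 of the 8 splits (the smallest p of the others was 5.9e-07), that of the other SREBP-2 targets in 1 of 8 (2.4e-04) and that of the stress response genes in 1 of 8 (1.0e-08). For the interferon-stimulated genes 2 of the 8 splits gave as small a p, with 3.8e-24 in the other one. Without the block, the real split did not give the smallest camera p for these lists. It gave 7.1e-10 for the cholesterol enzymes, against 5.3e-21 in another split. The values were 1.5e-04 against 1.0e-10 for the other SREBP-2 targets and 1.4e-05 against 4.1e-21 for the interferon-stimulated genes. For the stress response genes they were 0.00176 and 2.4e-21.

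Genes called by DESeq2 were enriched around *Cd1d1*. With *Cd1d1* and *Cd1d2* left out, 11 of 173 genes within 10 Mb and 94 of 10207 others were called (odds ratio 7.30, p = 1.3e-06, Fisher's exact test, two-sided). The number was 10 of 97 within 5 Mb and 14 of 282 within 25 Mb. With edgeR and all pairs, 0 of 210 were called and 48 had an unadjusted p under 0.05, against 1559 of 12800 others (odds ratio 2.14). DNA that flanks the deletion and comes from the strain in which it was made may contribute to these differences, since the name B6.129S6 in the methods points to such an origin, and the group of genes includes *Rps3a1* and *Tpm3*. A regional effect of the deletion itself is not excluded. Elsewhere in the genome the densest group of calls had a permutation p of 0.159.

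The median log2 ratio of the cholesterol synthesis enzymes was below 0 in all 4 pairs, including the pair with the library labelled CD1d-KO replicate 1. Of the 16 enzymes, 14 were lower in every pair, and *Mvk* and *Mvd* were not. Library size or normalization is argued against, because over 5 scalings the median log2 fold change of the 16 enzymes was at most -0.43 (-0.425, SD over pairs 0.12). A trend with gene length or GC content is argued against by a median of -0.46 (-0.462) after the loess correction. Flanking DNA as the whole cause through the enzymes it holds is argued against by the 14 enzymes more than 10 Mb from *Cd1d1*. Their median was -0.45 (-0.452). *Fdps* (2.09 Mb away) and *Pmvk* (2.46 Mb away) stay open to it. The median of the 14 cannot show whether flanking DNA lowered distant enzymes through another gene near *Cd1d1*, so that stays open. A different share of large macrophages, or of small macrophages and dendritic cells, cannot be told apart from an effect of the genotype, because the markers of each went both ways. The mean log2 ratio was 0.17 (0.170, SD 0.13 over 4 pairs) for the large macrophage markers, of which 3 of 10 were lower, and -0.04 (-0.0381, SD 0.53) for the others. An effect of the CD1d genotype on these genes stays open as a hypothesis, and so do differences between parents or litters. The paper's results name littermate controls for the RNAseq, its methods list WT mice of a separate line, and the labels do not say which were used, so the part of litters is not known.

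Less adipocyte RNA in the CD1d-KO samples could lower *Plin1* and *Lpl*. The highest count of *Adipoq*, *Cfd* or *Car3* in a WT library was 0, which argues against it for *Lpl*, with 15471 normalized counts in WT pMacs. *Plin1*, with 2 counts in all, was too low for a difference to be detectable here, so the explanation could not be tested for it. *Fabp4*, the only tested gene of the 9 adipocyte markers, which pMacs also express, had a log2 fold change of -0.051 (adjusted p = 0.827 from edgeR).

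No marker list passed 0.05 as a list with all pairs. Over the 6 lists with more than 1 tested gene, the adjusted p of camera was 0.865 for B cells (10 genes tested), 0.865 for mast cells (5), 0.188 for neutrophils (3), 0.865 for eosinophils (3), 0.535 for small macrophages and dendritic cells (11) and 0.188 for large macrophages (10). Without replicate 2 the B cell markers were higher (0.00250), and without replicate 5 the small macrophage markers were lower and the large macrophage markers higher (0.00937 each). The neutrophil markers were higher with no replicate block (0.0386) and with at least 10 counts in every mouse (0.00129). The list holds genes that moved apart, so the list test does not rule out a difference. Adjusted over the list alone, 3 of its 3 tested genes had an adjusted p under 0.05 (edgeR), with *S100a8* (log2 fold change 0.83) and *Csf3r* (0.37) higher and *Mmp8* (-0.87) lower in 4 of 4 pairs, and its median log2 ratio was above 0 in 4 of 4 pairs. *S100a8* lies within 10 Mb of *Cd1d1*, so flanking DNA stays open for it. Over all genes tested 0 of the 3 had an adjusted p under 0.05 (3 at an unadjusted p under 0.05). Of the mast cell markers, *Hdc* was called by DESeq2 (log2 fold change 0.81 and adjusted p = 0.0555 from edgeR, higher in 4 of 4 pairs), and the other four tested had lower fitted values. The T and NK cell list had 1 tested gene and the mesothelial list 0 of 7.

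The level of the interferon-stimulated genes varied between mice, with a mean log2 CPM of 4.84 to 8.70 in the WT libraries and of 6.54 to 8.93 in the CD1d-KO libraries. Their median log2 ratio was 1.65, 0.18, 0.19 and 1.05 in pairs 1, 2, 3 and 5 (SD 0.72), so the largest ratio came from the pair with the library labelled CD1d-KO replicate 1. Adjusted over the list alone, 21 of the 22 genes had an adjusted p under 0.05 and 0 under 0.01, and over all genes tested 0 had an adjusted p under 0.05 (21 at an unadjusted p under 0.05). The integrated stress response genes had median ratios of 0.53, 0.63, 0.23 and 0.47. Adjusted over the list alone 8 of these 12 were under 0.05, and over all genes tested 4 were (*Trib3*, *Chac1*, *Ddit3* and *Sesn2*). Adjusted over the list alone, 7 of the 11 other SREBP-2 targets, 11 of the 17 LXR targets and 0 of the 9 PPARδ targets were under 0.05, and over all genes tested 0, 4 and 0 were (7, 11 and 0 at an unadjusted p under 0.05).

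The paper measured transcription factors by qPCR in other samples. For *Ppard* the paper's mean ratio of CD1d-KO to WT in its source data is 0.408 (n = 6), and the ratio in the RNAseq was 0.950 (log2 fold change -0.074, adjusted p = 0.776 from edgeR). The difference between the assays was not tested. For *Nr1h2* the paper's ratio is 0.849 and the RNAseq ratio 1.03, for *Srebf1* 1.03 and 1.01, for *Srebf2* 1.04 and 0.806, for *Nr1h3* 1.05 and 1.37, for *Ppara* 1.40 and 0.970, and for *Pparg* 0.996 and 0.659. None of these 7 genes passed 0.05 over all genes tested with edgeR, and adjusted over the list alone *Nr1h3* and *Srebf2* did (0.0157 each). With DESeq2 and the paper's covariates *Srebf2* had an adjusted p of 0.0281 over all genes and was lower in 4 of 4 pairs. *Cd36* was lower in the CD1d-KO library in 4 of 4 pairs (log2 fold change -0.40, adjusted p = 0.226 from edgeR and 0.0376 from DESeq2). *Msr1* had a log2 fold change of 0.050 and *Tlr4* of -0.040.

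All 8 libraries had the pattern of female mice. *Xist* had at least 5840 counts in each, and the Y-linked genes *Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty* had at most 3. *Xist* was higher in the CD1d-KO library in 4 of 4 pairs (log2 fold change 0.73, adjusted p = 0.0575 from edgeR) and was called by DESeq2 (adjusted p = 2.9e-06).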
